# RNA-Seq reveals novel genes and pathways involved in bovine mammary involution during the dry period and under environmental heat stress

**DOI:** 10.1038/s41598-018-29420-8

**Published:** 2018-07-23

**Authors:** Bethany Dado-Senn, Amy L. Skibiel, Thiago F. Fabris, Y. Zhang, Geoffrey E. Dahl, Francisco Peñagaricano, Jimena Laporta

## Abstract

The bovine dry period is a dynamic non-lactating phase where the mammary gland undergoes extensive cellular turnover. Utilizing RNA sequencing, we characterized novel genes and pathways involved in this process and determined the impact of dry period heat stress. Mammary tissue was collected before and during the dry period (−3, 3, 7, 14, and 25 days relative to dry-off [day 0]) from heat-stressed (**HT**, n = 6) or cooled (**CL**, n = 6) late-gestation Holstein cows. We identified 3,315 differentially expressed genes (**DEGs**) between late lactation and early involution, and 880 DEGs later in the involution process. DEGs, pathways, and upstream regulators during early involution support the downregulation of functions such as *anabolism* and *milk component synthesis*, and upregulation of *cell death*, *cytoskeleton degradation*, and *immune response*. The impact of environmental heat stress was less significant, yet genes, pathways, and upstream regulators involved in processes such as ductal branching morphogenesis, cell death, immune function, and protection against tissue stress were identified. Our research advances understanding of the mammary gland transcriptome during the dry period, and under heat stress insult. Individual genes, pathways, and upstream regulators highlighted in this study point towards potential targets for dry period manipulation and mitigation of the negative consequences of heat stress on mammary function.

## Introduction

In dairy cows, the dry period is a six to eight-week non-lactating state initiated between lactations that allows for optimal milk yield in the subsequent lactation through the turnover of worn, senescent mammary epithelial cells (**MEC**) with new, active cells^1^. It consists of three phases known as active involution, steady state involution, and redevelopment. Involution is the natural process whereby the mammary gland transitions from a lactating to a non-lactating state^2^. It begins after the cessation of milk removal and is characterized by a decrease in milk secretion and rise in mammary pressure, apoptosis and autophagy of MEC, and immune response^3–5^. Involution continues for approximately 21 d, followed by redevelopment of the mammary gland until calving^6^.

The onset of involution triggers the expression of genes and pathways that function to increase cell death and immune signals. Downregulated pathways during involution include prolactin signaling (via the inactivation of *STAT5*, a cell proliferation and differentiation regulator^7,8^) and insulin-like growth factor (**IGF;** via the upregulation of IGF-binding protein (**IGFBP**)5, a regulator of cell apoptosis and tissue remodeling^9^). The redevelopment phase is a mammogenic period where upregulation of genes, such as *IGF1* and *IGFBP3*, promote cell proliferation and turnover to increase MEC number and secretory capacity in preparation for colostrogenesis and lactation^1,5^. Key candidate genes have been well characterized in rodent models. In dairy cattle, limited studies have utilized microarrays and qRT-PCR to evaluate the molecular events occurring in the mammary gland during a typical dry period of pregnant cows^5^, during forced involution of non-pregnant cows at peak lactation^10,12^, and during gradual involution of non-pregnant cows at peak lactation^11^. These studies report an overall upregulation of genes related to cell turnover, oxidative stress, tissue remodeling, and inflammation and downregulation of cell survival signaling and biosynthesis of milk constituents during involution and upregulation of cellular proliferation later during redevelopment. However, a more thorough characterization of the entire bovine mammary transcriptome through *in vivo* models is lacking.

Perturbations, such as impaired nutrition and poor management, during the dry period may alter the involution process and affect cow performance. Exposure of dairy cows to environmental heat stress during the dry period decreases milk production in the subsequent lactation^13,14^. This phenomenon has been partially attributed to reduced autophagy in the early dry period^15^, decreased cell proliferation in the late dry period^14^, and altered alveolar microstructure^16^. Bovine MEC exposed to acute heat stress *in vitro* downregulate genes related to cell cycle, focal adhesion and cytoskeleton activity, cell biosynthesis and metabolism, ductal branching, and morphogenesis and upregulate genes involved in stress response and protein repair^17,18^. Whereas the effect of heat stress on cellular processes and *in vitro* gene expression has been studied, its impact on the mammary gland transcriptome through *in vivo* models has yet to be elucidated for the bovine.

The aim of this study was to discover and characterize novel genes, pathways, and upstream regulators involved in mammary gland involution and redevelopment during the dry period and to determine how heat stress affects this dynamic process in the dairy cow by utilizing RNA-Sequencing. We hypothesize that, relative to cooled cows, cows exposed to environmental heat stress will experience alterations in expression of key genes and pathways required for normal involution and redevelopment, compromising mammary function and milk production in the subsequent lactation.

## Results

### Physiological parameters and milk yield

Physiological parameters and production data of the cows used in this study are reported in Fabris *et al*.^19^. Briefly, heat-stressed (**HT**) and cooled (**CL**) pens had similar temperature humidity index (**THI**) which was never lower than 68 at any time during the experimental period. Cows provided with active cooling during the dry period had a tendency (*p* ≤ 0.10) toward higher feed intake (11.0 vs. 10.3 ± 0.46 kg/d, *p* = 0.10; CL vs. HT respectively), had lower rectal temperature (38.92 vs. 39.31 ± 0.05 °C, *p* < 0.01), and had reduced respiration rates (45.2 vs. 77.2 ± 1.59 breaths/min, *p* < 0.01) compared with heat stressed cows. Thus, heat stress was effective in inducing physiological changes. On average, cows provided with active cooling during the dry period tended to have increased milk production, yielding 4.8 kg more milk over 9 weeks compared to heat stressed cows (40.7 vs 35.9 ± 1.6 kg/d, *p* = 0.09).

### Mapping statistic summary

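Mammary biopsies of 12 multiparous Holstein cows were sequenced, 6 from cooled (CL) and 6 from heat-stressed (HT) cows. Each cow was sampled at D-3, D3, D7, D14 and D25, which gives 60 libraries and 6 cows per treatment at each time point. The cow is the biological replicate. The treatments started at dry-off, so the D-3 samples of both groups precede them. The authors trimmed the reads with Trim Galore and mapped them to the bosTau7 build of the bovine genome with Tophat. They assembled transcripts with Cufflinks, merged them with the ENSEMBL annotation and counted uniquely mapped reads on each locus with htseq-count. They deposited these whole-number counts per locus without normalization. Each table lists 26073 pairs of a locus and a gene identifier, which describe 25223 loci. A set of 742 loci joins several ENSEMBL genes, and their reads cannot be divided between those genes. Total counts ranged from 20525083 to 26183990 per sample, with a median of 22637562. Loci were kept for testing if their counts, scaled to library size as CPM, were high enough, which left the 14714 loci with at least 1 CPM in at least 6 of the 60 samples. Counts were normalized by edgeR's TMM method. Changes over time were tested with edgeR's quasi-likelihood F-test in 1 fit of all 60 samples with a mean for each time point. Loci with a Benjamini-Hochberg FDR of at most 0.05 were taken as DEGs. CPM values are given after TMM scaling as mean ± SD over cows. For single genes, the 12 within-cow differences in log2 CPM were also tested with a two-sided exact sign-flip test, for which the smallest possible p is 4.88e-04. Gene symbols were taken from the part of the Supplementary Tables of the paper that was held here, which was incomplete. This part pairs 3033 of the loci with a symbol. Other loci carry the identifier of the files. On simulated counts in which 200 loci were changed, the test recovered a share of 0.87 of the changed loci, and a share of 0.0745 of its calls was false. These counts were drawn independently for each sample, without a cow effect. The shares need not hold for real samples that come from the same cows.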

RNA-Sequencing (**RNA-Seq**) technology was used to analyze genome-wide gene expression of mammary samples collected on day (**D**) −3, 3, 7, 14, and 25 relative to dry-off (D0) for cows under HT or CL conditions. 

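MDS was computed from log2 CPM values (TMM scaling, prior count 2) over the 500 loci with the largest differences between each pair of samples. Across all 60 samples, dimension 1 held 26.9% of the variance and dimension 2 held 14.1%. The mean position on dimension 1 was 0.96 ± 1.91 (SD, n = 12 cows) at D-3, 0.24 ± 1.44 at D3, -0.27 ± 0.92 at D7, -0.36 ± 0.74 at D14 and -0.56 ± 0.59 at D25. Between D-3 and D25 the position shifted by 1.52 (exact sign-flip test, p = 0.0254), in the same direction in 7 of 12 cows. The spread between cows was largest at D-3, where the samples lay between -1.14 and 3.30. On dimension 2, D-3 was at -0.80 ± 0.73 and D3 at 0.33 ± 0.55, while the shift between D-3 and D25 was 0.69 (exact sign-flip test, p = 0.102). With the labels of cows 8513 and 8660 exchanged at D25, chosen after seeing the data, p was 0.0229 on dimension 1 and 0.0669 on dimension 2 (exact sign-flip tests). HT and CL cows were not separated on dimension 1 at D-3 (exact permutation test, p = 0.853) or at D25 (exact permutation test, p = 0.353).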

Multidimensional scaling plots show the relative similarities of the samples (Supplementary Fig. S1). Through Illumina sequencing we acquired roughly 34 million single-ended reads per sample. 

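The number stated by the paper is the reads acquired, whereas the values given here rest on the reads counted on loci. In CL cows the total count per sample had a median of 23444073 at D-3 (21620814 to 25324602), 22300746 at D3 (21409292 to 26044014), 22168249 at D7 (21369890 to 23343787), 22834119 at D14 (21082110 to 23365418) and 21685846 at D25 (20525083 to 22947623). In HT cows the median was 23946867 at D-3 (21842426 to 25011902), 22449430 at D3 (21547253 to 23580941), 22919460 at D7 (22364881 to 26183990), 22542592 at D14 (21787463 to 23853504) and 22539331 at D25 (21813331 to 23530384). The counts were spread unevenly over genes at D-3. The 5 loci with the most counts took from 2.86% to 62% of a sample at D-3, with a median of 9.71%, against a median of 3.84% at D3. CSN1S1, CSN2 and LALBA together took from 0.19% to 49.8% of the counts at D-3 and at most 7.45% at D3. Because so few loci took so many counts in some D-3 samples, the TMM factors of that time point ranged from 0.3 to 1.21, while those of D25 ranged from 1.07 to 1.2.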

Approximately 81% of the reads were successfully mapped to the bovine genome. Among these aligned reads, 98% were mapped to unique genomic regions. Only uniquely mapped reads were considered in the analysis. Sequencing data can be accessed through NCBI GEO with accession number GSE108840.

### Differentially expressed genes and pathways across the dry period

The main effect of time relative to dry-off on the mammary gland transcriptome was analyzed, comparing D3 vs. D-3, D7 vs. D3, D14 vs. D7, and D25 vs. D14. 

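All 5 time points came from the same 12 cows, as the sample labels and the paper state. Within a time point, the deviations of the loci from the mean of their group were correlated at 0.277 on average between samples of the same cow (120 pairs) and at -0.0803 between samples of different cows (600 pairs). The comparisons were therefore fitted without and with the cow as a block, the pairing being taken from the labels. Without the block, 2217 DEGs were found for D3 vs. D-3, 430 for D7 vs. D3, 0 for D14 vs. D7 and 9 for D25 vs. D14. With the block, the same comparisons gave 3164, 881, 0 and 0 DEGs. For D14 vs. D7, 257 loci had an unadjusted p under 0.05 without the block and 229 with it. In the samples of D14 and D25, cows 8513 and 8660, both HT, each resembled the earlier samples of the other cow, which bears on every fit with the cow as a block. It also bears on tests of differences within cows between the days up to D7 and the later days. The fits of all 12 cows without the block, and the HT vs. CL comparisons within a time point, do not use the identity of these cows within their treatment.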

When comparing D3 (initiation of involution) vs. D-3 (late lactation) 3,315 genes were differentially expressed (**DEGs**), of which 1,311 were upregulated, and 2,004 were downregulated at D3 relative to D-3 (false-discovery rate (**FDR**) ≤ 5%, Fig. 1A, Supplementary Table S1). These DEGs were associated with 44 Kyoto Encyclopedia of Genes and Genomes (**KEGG**) pathways and 51 Medical Subject Heading (**MeSH**) terms (*p* ≤ 0.01, Fig. 2A, Supplementary Table S2). 

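At an FDR of at most 0.05, 2217 of the 14714 loci differed between D3 and D-3, of which 887 were higher and 1330 lower at D3. The same direction was seen in at least 11 of the 12 cows for 206 of the upregulated and 341 of the downregulated loci. With the cow as a block, the numbers were 3164 DEGs, 1261 up and 1903 down. The count moved most when only the 24 samples of the 2 time points entered the fit, which left 845 DEGs. With RLE factors 903 were up and 1317 down, while library size alone, which makes no allowance for a few genes taking much of the counts, gave 2391 DEGs, of which 2216 were up and 175 down. Leaving out each cow in turn gave 1230 to 2557 DEGs. The count was 1388, 1255, 1258 and 1230 without cow 8541, 8564, 8647 and 8713, and at least 1752 without any other cow. Those cows and cow 7965 had the largest shares of milk protein genes at D-3. Among loci that changed alike in at least 11 cows, the largest increases with a symbol included those of COMP, with a log2 fold change of 3.13 (SE 0.62, FDR = 3.70e-04), and MXRA5 with 1.83 (SE 0.38, FDR = 5.96e-04). COMP rose from 0.999 ± 1.41 CPM (SD, n = 12) to 9.28 ± 10.6 CPM, and MXRA5 from 196 ± 162 to 696 ± 553 CPM. The unnamed loci XLOC_013922 and XLOC_011482 rose by log2 fold changes of 2.46 (FDR = 0.00912) and 1.88 (FDR = 0.0115). The largest decreases among these loci were those of XLOC_022690 with a log2 fold change of -6.80 (SE 1.18, FDR = 6.30e-05), XLOC_001525 with -6.29 (SE 1.21, FDR = 2.85e-04), ALOX15 with -6.16 (SE 0.90, FDR = 7.79e-06), TECTB with -6.10 (SE 0.82, FDR = 1.79e-06) and KRT24 with -5.86 (SE 1.03, FDR = 7.78e-05). The cows differed widely before dry-off, and TECTB, for example, ranged from 0.246 to 151 CPM at D-3 and from 0.039 to 1.27 CPM at D3.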

KEGG pathways with a high percentage of DEGs upregulated at D3 were related to cytoskeleton and cellular degradation and immune response, while pathways with a greater ratio of downregulated DEGs were associated with anabolism and amino acid biosynthesis and metabolism. Similarly, MeSH terms related to cytoskeletal proteins and cellular differentiation and movement had a high proportion of DEGs upregulated at D3, while terms with a greater number of downregulated DEGs at D3 were associated with lactation, milk proteins, and amino acids.

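The genes that Supplementary Table S2 lists for each KEGG pathway were paired with loci by symbol, and their direction at D3 relative to D-3 was counted. The genes are those the table lists, all of which had an FDR of at most 0.05 here with the cow as a block, so they are not an independent sample of each pathway. Of the 44 pathways, 14 had more genes up than down, 28 had more genes down and 2 had equal numbers. Among the pathways of the cytoskeleton and of degradation, regulation of actin cytoskeleton had 31 genes up and 6 down, osteoclast differentiation had 20 up and 4 down, and lysosome had 13 up and 6 down. For leukocyte transendothelial migration 19 genes were up, of which 16 had an FDR of at most 0.05, and 2 were down. The pathways of synthesis went the other way. Steroid biosynthesis had 0 genes up and 7 down, terpenoid backbone biosynthesis 0 up and 5 down, and glycine, serine and threonine metabolism 0 up and 9 down. Pyruvate metabolism had 1 gene up and 10 down. Aminoacyl-tRNA biosynthesis had 1 gene up and 11 down, but 9 up and 3 down with library size in place of TMM. These numbers were 14 up and 28 down with the cow as a block too. With library size in place of TMM, an alternative chosen after seeing the data, 29 pathways had more genes up and 13 had more down. The citrate cycle then had 5 genes up and 3 down in place of 1 and 7, while steroid biosynthesis stayed at 0 up and 7 down.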

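The 46 MeSH terms of Supplementary Table S2 were compared in the same way, and 18 had more genes up, 24 more genes down and 4 equal numbers at D3. For actins 26 genes were up, of which 21 had an FDR of at most 0.05, and 7 were down. Cytoskeletal proteins had 8 genes up and 3 down, microfilament proteins 10 up and 5 down, and thymosin and profilins 4 up each and 0 down. Among the terms of milk, lactoglobulins had 0 genes up and 2 down, lactalbumin 2 up and 4 down, and caseins 2 up and 6 down, or 4 up and 4 down with library size in place of TMM. The broad term milk proteins, with 80 genes, was nearly balanced, with 43 up and 37 down. Alanine had 2 genes up and 6 down, arginine 3 up and 8 down, and tryptophan 3 up and 5 down. With library size in place of TMM, chosen after seeing the data, 22 terms had more genes up and 18 more down.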

**Figure 1:**
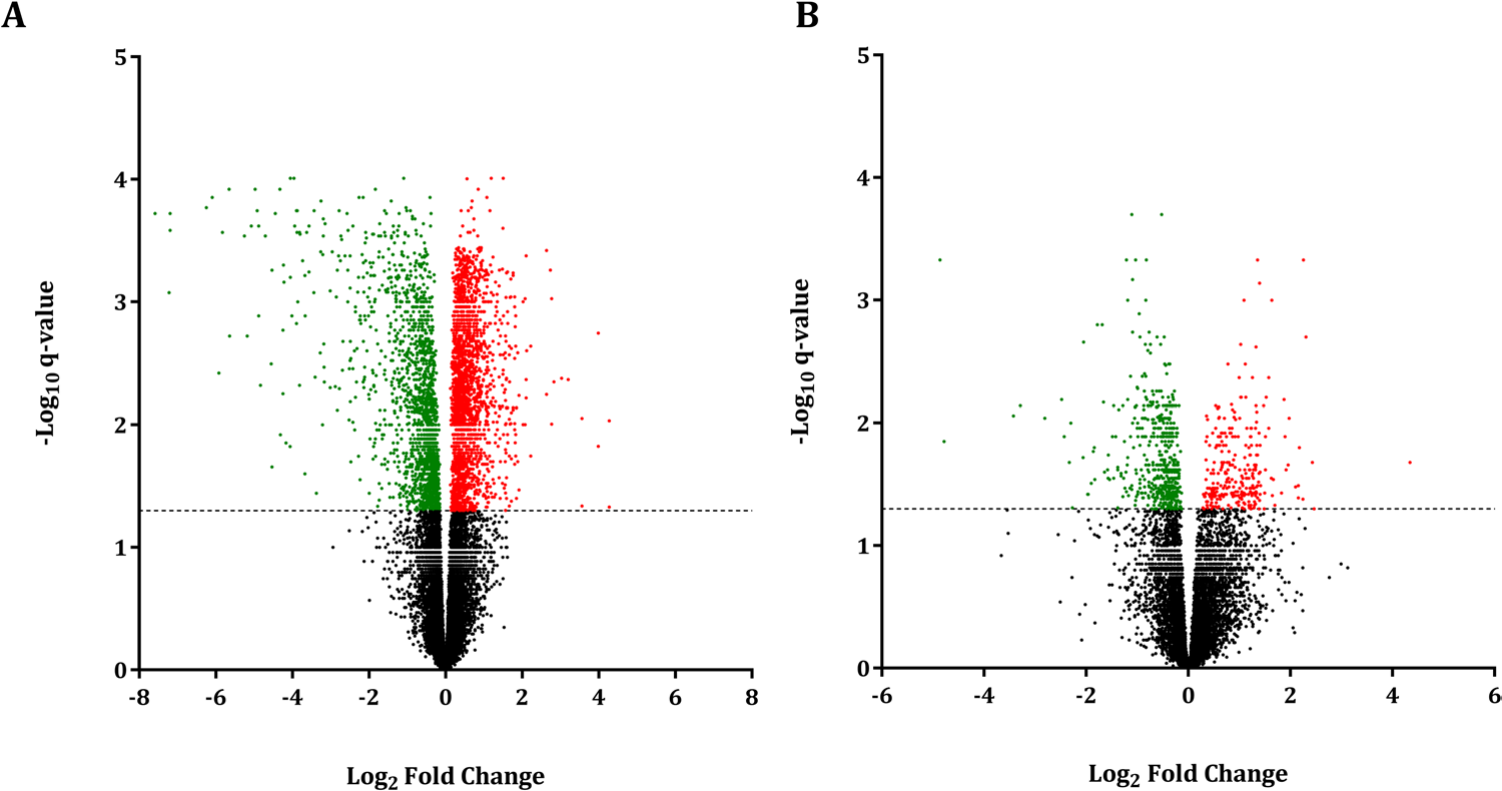
Volcano plot of differentially expressed genes in bovine mammary tissue during early involution. Differential gene expression in the bovine mammary gland contrasting (**A**) D3 vs. D-3 (n = 12, early involution vs. late lactation) and (**B**) D7 vs. D3 (n = 12, first week of involution). D0 indicates dry-off (~46 d relative to expected calving). Cut-off criteria for DEG significance was FDR ≤ 5%. The y-axis displays the -log_10_ q-value for each gene, while the x-axis displays the log_2_ fold change for that gene relative to D3 (**A**) or D7 (**B**). Red dots indicate upregulation, green dots indicate downregulation, and black dots indicate non-significance relative to (**A**) D3 or (**B**) D7.

**Figure 2:**
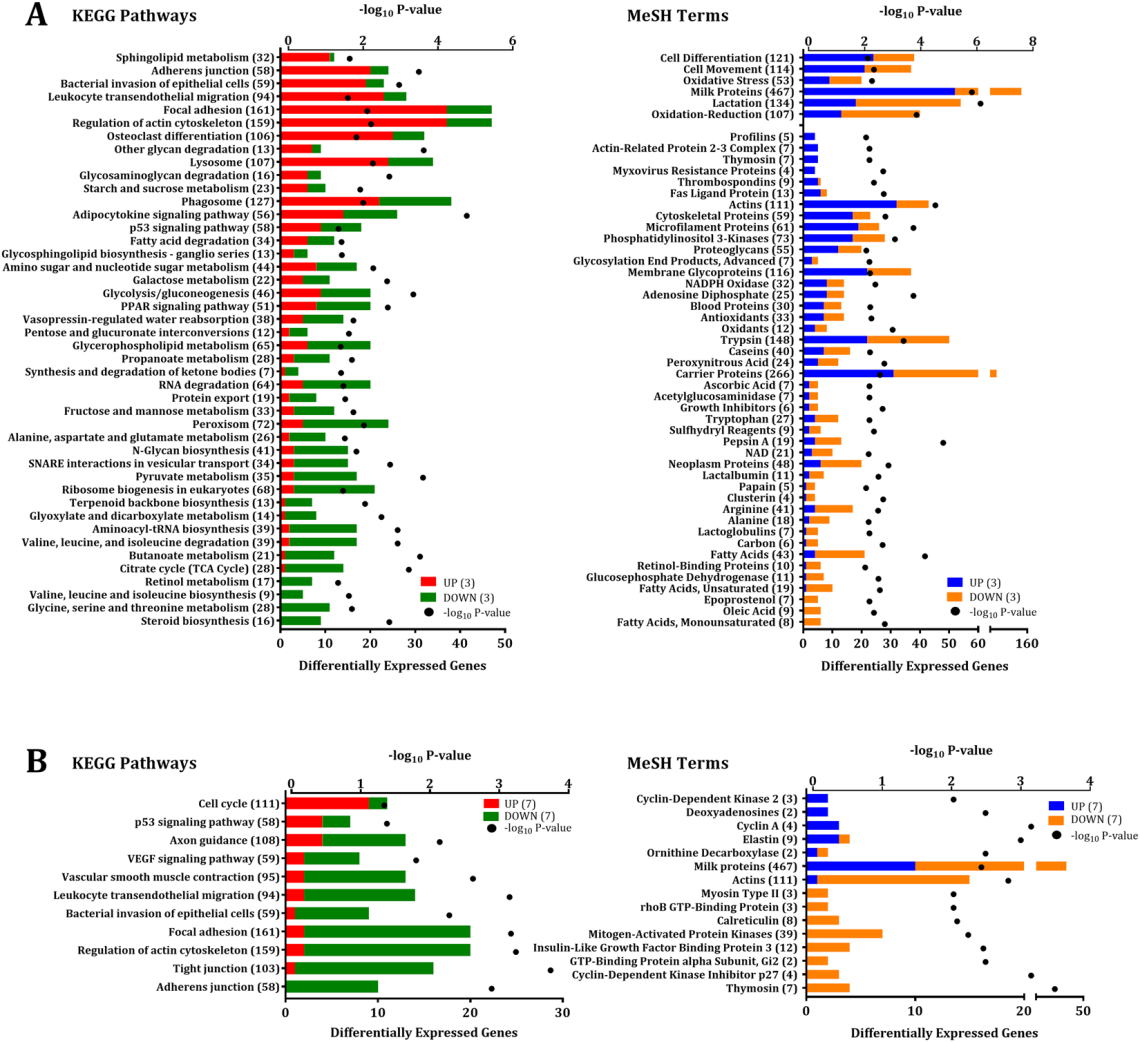
Significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and Medical Subject Headings (MeSH) terms in bovine mammary tissue during early involution. Enriched KEGG pathways and MeSH terms among differentially expressed genes (DEG) in the bovine mammary gland contrasting (**A**) D3 vs. D-3 (n = 12, early involution vs. late lactation) and (**B**) D7 vs. D3 (n = 12, first week of involution). D0 indicates dry-off (~46 d relative to expecting calving). DEG significance was set at FDR ≤ 5%, and pathway/term significance was set at *p* ≤ 0.01 (Fisher’s exact test). The y-axis displays the names and the total number of genes of each pathway/term. The x-axis displays the total significance of enrichment (–log_10_ p-value) and the number of DEG within each pathway/term with expression at (**A**) D3 relative to D-3 or (**B**) D7 relative to D3. Red and blue bars indicate proportion of upregulated DEG while green and orange bars indicate proportion of downregulated DEG.

There were fewer DEGs when comparing D7 vs. D3, which captures the first week of involution. 

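Between D7 and D3, 430 loci were DEGs, against 2217 between D3 and D-3. With the cow as a block the numbers were 881 and 3164, so fewer loci changed from D3 to D7 in both fits. Among 100 swaps of the labels of the 2 days within cows, the real labels included, no other swap gave as many DEGs for either comparison.

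**Figure D1:**
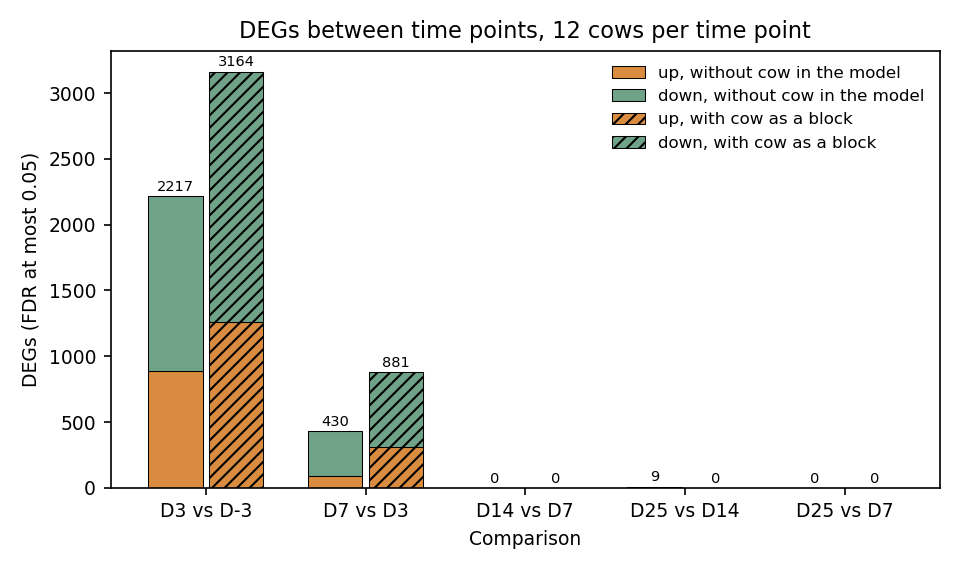
Number of DEGs (vertical axis, FDR of at most 0.05) in each comparison of time points (horizontal axis), in the fit of all 60 samples without the cow as a block and with it. The paired bars are 2217 and 3164 for D3 vs. D-3, 430 and 881 for D7 vs. D3, 0 and 0 for D14 vs. D7, 9 and 0 for D25 vs. D14, and 0 and 0 for D25 vs. D7.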

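Of the 430 DEGs between D7 and D3, 92 were higher and 338 lower at D7. At least 11 of the 12 cows changed in the same direction for 50 of the upregulated and 156 of the downregulated loci. With the cow as a block, 881 DEGs were found, 308 up and 573 down. The count was 36 with library size in place of TMM. It ranged from 49 to 609 when each cow was left out in turn. Without cow 8541, 8564, 8647 and 8713 it was 126, 49, 127 and 137, and without any other cow at least 247. CXCL13 rose in 12 of 12 cows, from 1.56 ± 1.74 CPM (SD, n = 12) to 7.44 ± 4.52 CPM, a log2 fold change of 2.24 (SE 0.52, FDR = 0.0123). APLN rose in 12 of 12 cows as well, from 5.15 ± 6.59 to 19.9 ± 12.9 CPM (log2 fold change 1.95, SE 0.45, FDR = 0.0123). The log2 fold changes of FUT2 and MSTN were 2.02 (FDR = 0.0123) and 1.70 (FDR = 0.0364), each up in 11 cows, and that of the unnamed locus XLOC_020252 was 1.90 (FDR = 0.0158). The largest decrease was that of MYH2, from 5.87 ± 5.35 to 0.267 ± 0.342 CPM (log2 fold change -4.46, SE 0.87, FDR = 0.00253), down in 11 cows. LOC507550 (-3.40), RNF183 (-2.79), SLPI (-2.46) and KRT80 (-2.45) followed on the log2 scale, each down in 11 cows and with an FDR from 0.008 to 0.0419.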

We identified 880 DEGs between these time points, 292 of which were upregulated and 588 of which were downregulated at D7 relative to D3 (FDR ≤ 5%, Fig. 1B; Supplementary Table S3). These DEGs were grouped into 11 enriched KEGG pathways and 14 MeSH terms (*p* ≤ 0.01, Fig. 2B; Supplementary Table S4). 

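Of the 12 KEGG pathways in Supplementary Table S4, 3 had more genes up than down at D7 when their genes were paired with loci. The cell cycle pathway had 9 genes up, of which 2 had an FDR of at most 0.05, and 2 down, both with an FDR of at most 0.05. Its median log2 fold change was 0.69. The directions were the same with the cow as a block, where all 9 genes up and both genes down had an FDR of at most 0.05. For the p53 signaling pathway 4 genes were up and 3 down, and for type II diabetes mellitus 3 were up and 2 down. Scaling by library size gave the same directions for the cell cycle genes, 9 up and 2 down, but 0 of them then had an FDR of at most 0.05.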

Only one KEGG pathway, cell cycle, had a high proportion of DEGs that were upregulated at D7. 

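More genes were down than up at D7 in 9 of the 12 pathways. Tight junction had 1 gene up and 15 down, all 15 with an FDR of at most 0.05. Regulation of actin cytoskeleton had 2 up and 17 down, focal adhesion 2 up and 18 down, and in each of them 15 of the decreases had an FDR of at most 0.05. Adherens junction had 0 genes up and 10 down, and vascular smooth muscle contraction 1 up and 11 down. Among the pathways of immunity, leukocyte transendothelial migration had 2 genes up and 12 down and bacterial invasion of epithelial cells 1 up and 8 down. The numbers of pathways with more genes up or down were 3 and 9 with the cow as a block and with library size only as well.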

The other ten pathways had a greater ratio of DEGs that were downregulated, and these were associated with cytoskeleton degradation and immunity. 

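All 3 genes paired with a locus for the MeSH term cyclin A were up at D7, and 1 of them had an FDR of at most 0.05. The 2 genes of cyclin-dependent kinase 2 were up too, 1 with an FDR of at most 0.05, with a median log2 fold change of 1.20. For the term cyclin-dependent kinase inhibitor p27 the 3 paired genes were down. Actins had 1 gene up and 13 down, of which 11 had an FDR of at most 0.05, and mitogen-activated protein kinases had 0 up and 7 down, of which 4 had an FDR of at most 0.05. Fitted with the cow as a block, all 3 genes of cyclin A and all 7 of mitogen-activated protein kinases had an FDR of at most 0.05. Over the 16 MeSH terms of Supplementary Table S4, 4 had more genes up, 11 had more genes down and 1 had equal numbers.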

DEGs in MeSH terms related to cyclin were exclusively upregulated at D7, while the majority of DEGs in MeSH terms such as actin and kinases were downregulated at D7. 

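The pathways listed for both comparisons changed as follows, first at D3 relative to D-3 and then at D7 relative to D3. Regulation of actin cytoskeleton had 31 genes up and 6 down and then 2 up and 17 down. Focal adhesion had 27 up and 6 down and then 2 up and 18 down, and adherens junction 16 up and 2 down and then 0 up and 10 down. Bacterial invasion of epithelial cells had 14 up and 1 down and then 1 up and 8 down, and leukocyte transendothelial migration 19 up and 2 down and then 2 up and 12 down. The p53 signaling pathway was less one-sided, with 7 up and 5 down and then 4 up and 3 down. The genes listed for the 2 comparisons are not the same set. All of these pathways but p53 therefore had more genes up at D3 and more genes down at D7, and this held with library size in place of TMM. From the pathways shared by the 2 comparisons, the paper concludes that there was a common pattern of regulation during the first week of involution.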

Interestingly, the majority of KEGG pathways and MeSH terms had a higher percentage of downregulated DEGs at D7 compared to D3, and 6 out of these 11 KEGG pathways were simultaneously enriched in the D3 vs. D-3 comparison (e.g. *regulation of actin cytoskeleton*, *focal adhesion*, *adherens junction*, *p53 signaling pathway*, *bacterial invasion of epithelial cells*, and *leukocyte transendothelial migration*) indicating a common pattern of regulation during the first week of involution.

As involution progressed to steady state and D14 vs. D7 was compared, there were no DEGs at a FDR ≤ 5%. Similarly, when comparing D25 to D14 to capture the mammary gland redevelopment phase, there were no DEGs at a FDR ≤ 5%. 

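For D14 vs. D7 the number of DEGs was 0, and 257 of the 14714 loci had an unadjusted p under 0.05. With the cow as a block it was 0 too, with 229 loci under that level. Every alternative set before the data were examined gave 0 DEGs for this comparison, the leave-one-out fits included. Without cow 7965, 61 loci in place of 257 had an unadjusted p under 0.05. Tagwise dispersions, an alternative chosen after seeing the data, gave 10.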

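For D25 vs. D14, 9 loci had an FDR of at most 0.05, all lower at D25, and 534 had an unadjusted p under 0.05. In the blocked fit, the number of DEGs was 0, with 756 loci under that level. The count was 26 DEGs when every locus with at least 1 count in total was kept. Between 0 and 11 DEGs were found when each cow was left out in turn. Without cow 7965 the number was 0, and 73 loci in place of 534 had an unadjusted p under 0.05. The D14 sample of this cow correlated with its other samples at 0.685, against 0.941 to 0.95 for its other days. When the labels of the 2 days were swapped within cows, 14 of 100 label sets, the real one included, gave at least 9 DEGs.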

A complete list with all genes for these time point comparisons can be found in Supplementary Tables S5 and S6.

### Ingenuity Pathways Analysis (IPA) upstream regulator and gene network analysis

Upstream regulators and summary networks for D3 vs. D-3 and D7 vs. D3 were generated utilizing IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis). The list of 2,816 mapped DEGs for D3 vs. D-3 generated a catalog of 179 predicted biological upstream regulators through IPA. 

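Of the 41 upstream regulators in Fig. 3A, 35 were paired with a tested locus. At D3 relative to D-3, 8 of them were up and 27 down, and 7 and 24 of these had an FDR of at most 0.05. The log2 fold changes ranged from -6.16 to 1.70, and 33 had a size of at least 1. Among the decreases, LPL fell from 1716 ± 2418 CPM (SD, n = 12) to 56.6 ± 20.7 CPM (log2 fold change -4.92, SE 0.67, FDR = 1.79e-06), and VEGFA from 130 ± 69 to 58.5 ± 7.72 CPM (-1.15, SE 0.16, FDR = 1.82e-06), each in 11 of 12 cows. CD36 had a log2 fold change of -2.73 (SE 0.51, FDR = 1.67e-04) and FABP4 of -1.71 (SE 0.49, FDR = 0.013). ANGPT2 (-1.28, SE 0.29, FDR = 0.00165), FA2H (-2.48, SE 0.63, FDR = 0.00494) and KLF15 (-1.46, SE 0.37, FDR = 0.00504) were lower in all 12 cows (exact sign-flip test, p = 4.88e-04 for each). FOLR1 lies at a locus that joins 2 ENSEMBL genes, and its log2 fold change was -2.58 (SE 0.68, FDR = 0.0066). The increases included SAT1 (log2 fold change 1.14, SE 0.17, FDR = 7.79e-06), ERBB3 (1.37, SE 0.34, FDR = 0.00362) and S1PR3 (1.14, SE 0.36, FDR = 0.0224). KL (-0.92, FDR = 0.591), NRG2 (-1.21, FDR = 0.0778), GJB1 (-1.49, FDR = 0.0576) and BACH2 (1.00, FDR = 0.0618) did not pass the threshold without the cow as a block. With the block they did, with FDR values of 0.0111, 0.0374, 0.0124 and 0.00348. LPIN1 (-2.27, SE 0.49, FDR = 0.00104; lower in 8 of 12 cows), SYVN1 (-1.68, SE 0.33, FDR = 3.16e-04; 9 of 12), RETSAT (-1.47, SE 0.28, FDR = 2.16e-04; 7 of 12), LRRC8C (-1.47, SE 0.28, FDR = 1.97e-04; 11 of 12), THRB (-1.37, SE 0.25, FDR = 1.32e-04; 10 of 12), PRKAA2 (-1.36, SE 0.31, FDR = 0.00177; 11 of 12), TIMP4 (-1.36, SE 0.28, FDR = 6.79e-04; 10 of 12), MYOC (-1.34, SE 0.29, FDR = 0.00112; 11 of 12), SLC2A1 (-1.31, SE 0.26, FDR = 3.72e-04; 10 of 12) and SPRY4 (-1.26, SE 0.21, FDR = 4.79e-05; 11 of 12) also decreased, and MEDAG (1.33, SE 0.39, FDR = 0.0151; higher in 11 of 12) and ERBB2 (0.94, SE 0.23, FDR = 0.00334; 8 of 12) increased. None of the 35 genes changed direction under any scaling.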

After restricting the analysis to those differentially expressed within our dataset with log_2_ fold change ≥ |1.0|, 41 significant upstream regulators were revealed (Fig. 3A). The network analysis of upstream regulators and corresponding downstream genes relative to D3 revealed the participation in functions related to involution and metabolism of lipids, carbohydrates, and proteins (Fig. 3B).

**Figure 3:**
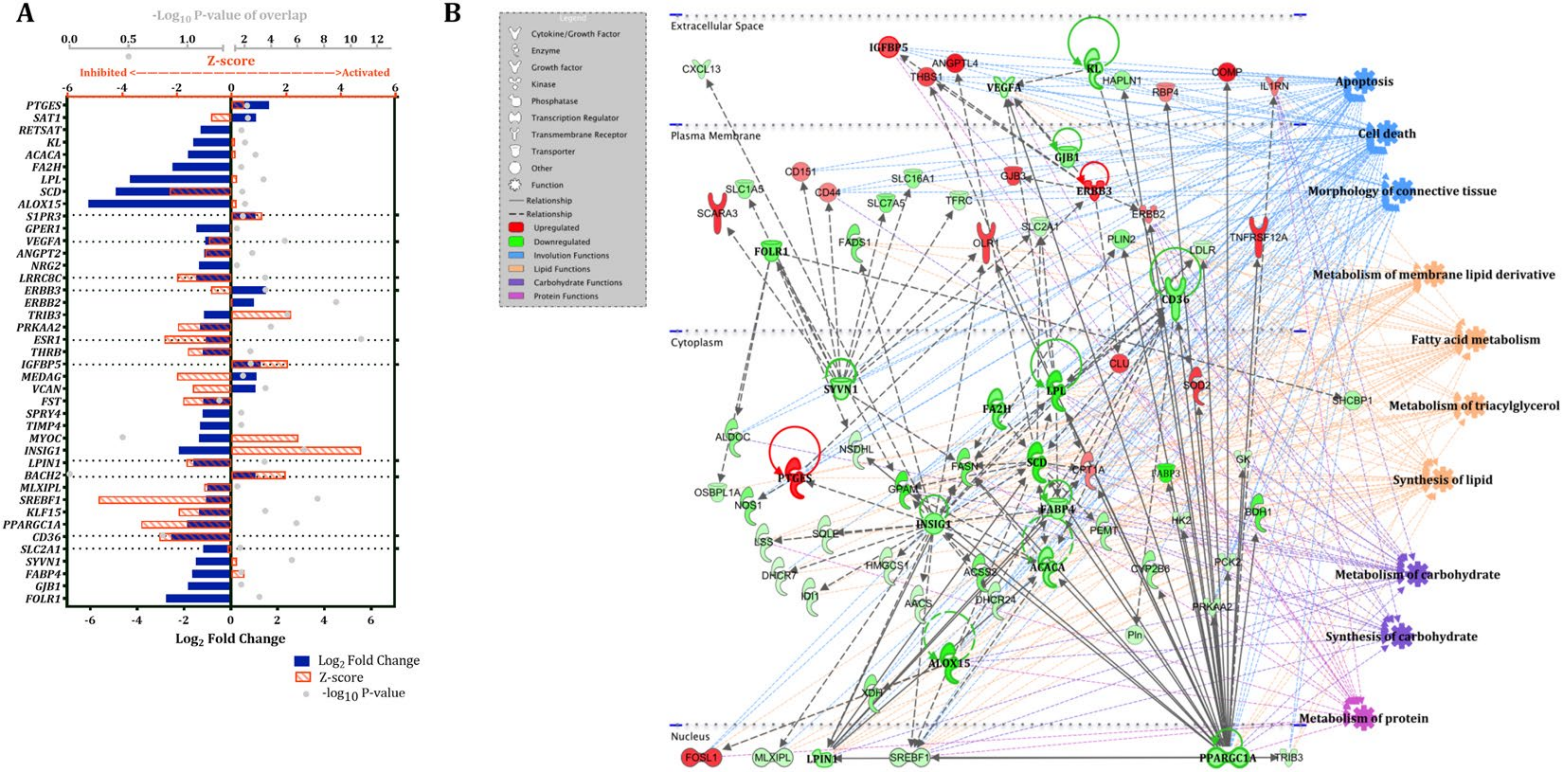
Ingenuity Pathway Analysis (IPA) upstream regulators and summary network in bovine mammary tissue comparing D3 vs. D-3 relative to dry-off. Significant upstream regulators and network in the bovine mammary gland contrasting early involution vs. late lactation (D3 vs. D-3, n = 12). D0 indicates dry-off (~46 d relative to expecting calving). IPA predicts causal effects among upstream regulators and the downstream targets, both of which are differentially expressed genes (DEGs) within the dataset. The DEG significance was set at FDR ≤ 5%, and the upstream regulator significance of enrichment at *p* ≤ 0.05 with log_2_ fold change ≥ |1.0|. (**A**) Upstream regulators are grouped by functional categories with log_2_ fold change (equivalent to expression log ratio) in blue bars, Z-score (activated: > 2, inhibited: < −2) in orange bars, and significance of enrichment (–log_10_ P-value) in gray dots. (**B**) The summary network depicts the interactions between upstream regulators, downstream genes, and physiological functions. Red and green molecules indicate upregulated and downregulated genes at D3, respectively, relative to D-3. Figure legend displays molecules and function symbol types and colors. The functional networks were generated through IPA (QIAGEN Inc., https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis)^58^.

As involution progressed (D7 vs. D3 comparison), there were fewer upstream regulators expressed. From 748 mapped DEGs, a list of 556 predicted biological upstream regulators was obtained through IPA. After restricting the analysis to those differentially expressed within our dataset with log_2_ fold change ≥ |1.0|, 11 were significantly different and the majority was upregulated at D7 (Fig. 4A). 

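All 11 upstream regulators of Fig. 4A were paired with a locus. At D7 relative to D3, 8 were up and 3 down, with log2 fold changes from -1.98 to 1.33, of which 10 had a size of at least 1. MYOC rose from 11 ± 3.86 CPM (SD, n = 12), with a log2 fold change of 1.26 (SE 0.29, FDR = 0.0123), and BUB1B from 11.5 ± 5.31 to 25.9 ± 11.7 CPM (1.17, SE 0.29, FDR = 0.0167), each in 11 of 12 cows. These 2 and the 3 decreases passed an FDR of 0.05 without the cow as a block. ADIPOQ (log2 fold change 1.33, FDR = 0.0895), ARHGAP11A (1.06, FDR = 0.0842) and NGFR (1.04, FDR = 0.117) did not pass it without the block, and passed with it at FDR = 0.0414, 0.026 and 0.0448. ADIPOQ rose in 10 of 12 cows. At D14, outside this comparison, its value in HT cow 8541 lay apart from those of the other 5 HT cows.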

The network analysis of these 11 upstream regulators and corresponding downstream genes relative to D7 indicates that these regulators play a role in involution, cell division, and transcription and translation (Fig. 4B).

**Figure 4:**
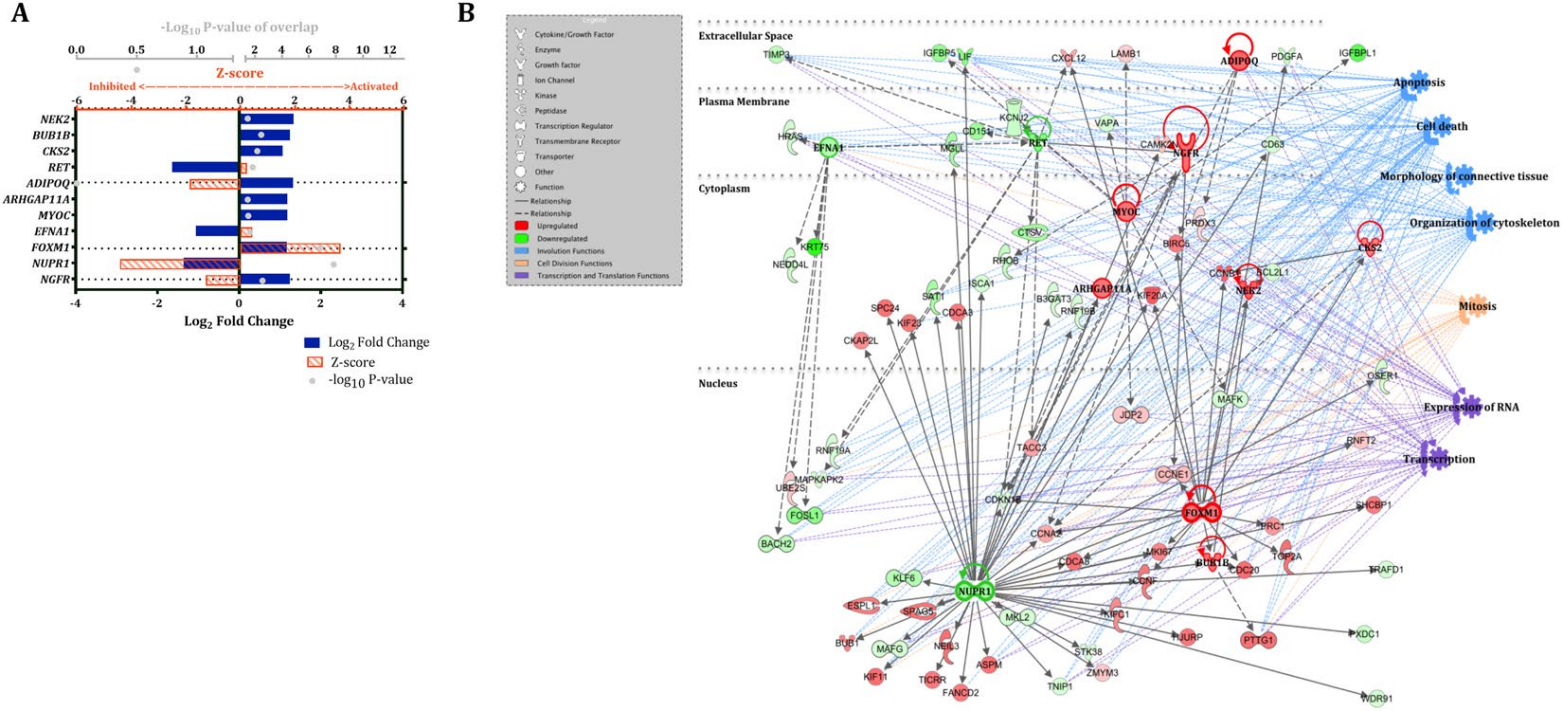
Ingenuity Pathway Analysis (IPA) upstream regulators and summary network in bovine mammary tissue comparing D7 vs. D3 relative to dry-off. Significant upstream regulators and network in the bovine mammary gland during the first week of involution (D7 vs. D3, n = 12). D0 indicates dry-off (~46 d relative to expecting calving). The DEG significance was set at FDR ≤ 5%, and upstream regulator significance of enrichment at p ≤ 0.05 with log2 fold change ≥ |1.0|. (**A**) Upstream regulators are grouped by functional categories with log2 fold change (equivalent to expression log ratio) in blue bars, Z-score (activated: > 2, inhibited: < −2) in orange bars, and significance of enrichment (–log10 P-value) in gray dots. (**B**) The summary network depicts the interactions between upstream regulators, downstream genes, and physiological functions. Red and green molecules indicate upregulated and downregulated genes at D7, respectively, relative to D3. Figure legend displays molecules and function symbol types and colors. The functional networks were generated through IPA (QIAGEN Inc., https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis)^58^.

### Differentially expressed genes and upstream regulators impacted by heat stress

Differentially expressed genes between dry period HT and CL cows at each specific time point (e.g. D3, 7, 14, and 25 days relative to dry-off) were evaluated. 

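HT and CL cows were compared at each time point with 6 cows per group. The files and values are those of the comparison over time, and the authors' counts were again normalized by TMM. Each time point was fitted on its own 12 samples with edgeR's quasi-likelihood F-test and treatment as the only term, over the loci with at least 1 CPM in at least 6 of the 60 samples. Total counts of these samples lay between 20525083 and 26183990. Log2 fold changes are HT relative to CL. For single genes the values of 6 HT cows and 6 CL cows were also compared with a two-sided exact permutation test over all 924 ways of choosing 6 of 12 cows, for which the smallest possible p is 0.00216. In addition, the change of each cow from D-3 was compared between HT and CL with the cow as a block, the pairing over time being taken from the labels, since D-3 precedes the treatments. On simulated counts in which 200 loci were changed between 6 and 6 cows, the test recovered a share of 0.7 of the changed loci, and a share of 0.85 of those changed by a log2 fold change of 2. A share of 0.0411 of its calls was false.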

When using a FDR ≤ 5%, the only significant DEG was a non-annotated gene at D25 (log_2_FC = −3.95 and *q* < 0.0001). 

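At an FDR of at most 0.05 the number of DEGs between HT and CL was 0 at D3, D7, D14 and D25, and also 0 at D-3. The loci with an unadjusted p under 0.05 numbered 298 at D-3, 97 at D3, 672 at D7, 247 at D14 and 333 at D25. The change from D-3 with the cow as a block likewise gave 0 DEGs at D3, D7, D14 and D25, with 254, 222, 218 and 193 loci under that level. DESeq2 in place of edgeR moved the counts most among the alternatives set before the data were examined, to 3 DEGs at D7 and 1 at D25. Tagwise dispersions, which the paper's methods name, were run after seeing the data and gave 1 DEG at D-3, 5 at D7 and 1 at D25, with a share of 0.217 of calls false on simulated counts. The smallest p at D25 was that of XLOC_021690, a locus that the files list without an ENSEMBL gene. Its log2 fold change was -3.95 (SE 0.62, FDR = 0.293, or FDR = 1.98e-06 with tagwise dispersions). It was at 0.218 ± 0.153 CPM (SD, n = 6) in HT cows and 3.44 ± 2.61 CPM (SD, n = 6) in CL cows, and every HT cow was below every CL cow (exact permutation test, p = 0.00216). At D-3, before the treatments, the log2 fold change was -3.82 (SE 1.00, FDR = 1) and 0.176 ± 0.167 against 2.8 ± 4.28 CPM (exact permutation test, p = 0.0152). At D3, D7 and D14 the log2 fold changes were -1.62, -1.14 and -0.10, and at D14 it was -2.39 without HT cow 8660. The other loci with the smallest p at D-3 were EDIL3, with a log2 fold change of -1.43 (SE 0.30, FDR = 1; exact permutation test, p = 0.00216), and the unnamed locus XLOC_023081, with 2.17 (SE 0.54, FDR = 1; exact permutation test, p = 0.00649).

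**Figure D2:**
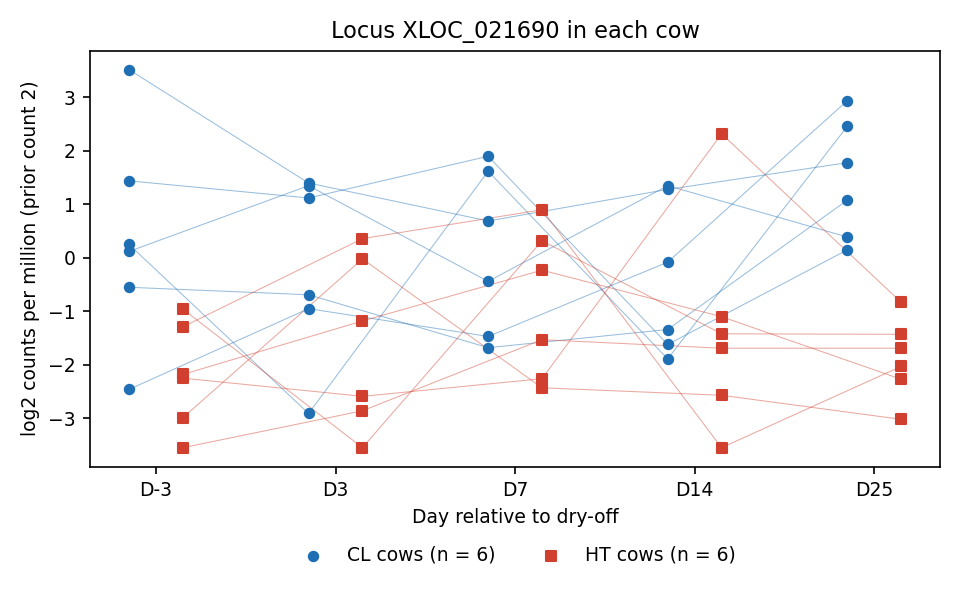
Expression of locus XLOC_021690 in each cow (vertical axis, log2 CPM after TMM scaling with a prior count of 2) at each day relative to dry-off (horizontal axis). Each point is a cow, with circles for the 6 CL and squares for the 6 HT cows, and at D25 the HT cows, at 0.038 to 0.479 CPM, lie below the CL cows, at 1.02 to 7.61 CPM.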

Using UCSC Genome Browser and NCBI, we identified this non-annotated gene as a long non-coding RNA (**lncRNA**) at position chr7: 61592484–61595879. The Sequence-Structure Motif Base Pre-miRNA Prediction Webserver was used to discern pre-microRNAs (**miRNA**), corresponding mature miRNA seed regions, and the miRNA secondary structures within the lncRNA sequence^20,21^. The program utilizes PriMir filtration and Mirident software to screen and confirm candidate pre-miRNA sequences by score matrix based on features in sequence or structure of known pre-miRNAs. The program revealed 7 mature miRNA seed regions and their secondary structures. According to the bioinformatics program TargetScan utilizing the human database^22^, these seed regions regulate 1,159 downstream target genes (Supplementary Table S7). 

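With an unadjusted p of at most 0.005 and a log2 fold change of at least 0.5 in size, 3 loci differed between HT and CL at D3 (2 up, 1 down), 47 at D7 (32 up, 15 down), 8 at D14 (8 up, 0 down) and 6 at D25 (3 up, 3 down). At D-3, before the treatments, the number was 8 (5 up, 3 down). When the change of each cow from D-3 was compared with the cow as a block, the numbers were 12 at D3, 15 at D7, 10 at D14 and 5 at D25. These counts depended on the processing. The count at D14 was 70 (17 up, 53 down) in a fit of all 60 samples with a mean for each treatment and time point. The count at D7 was 116 (80 up, 36 down) with DESeq2 and 5 with an unadjusted p of at most 0.001. With library size in place of TMM it was 54 (15 up, 39 down). The balance of directions at D7 and D14 therefore depended on the processing too. The cow left out mattered as well, with 19 to 122 loci at D7 and 5 to 56 at D25. At D7 the smallest p values were those of FILIP1, KIF25 and ANGPT2. FILIP1 was at 30.9 ± 4.28 CPM (SD, n = 6) in HT and 20.2 ± 3.12 CPM in CL cows (log2 fold change 0.61, SE 0.13, FDR = 0.959; exact permutation test, p = 0.00216), and KIF25 at 9.97 ± 5.05 against 3.73 ± 1.04 CPM (1.42, SE 0.31, FDR = 0.959; exact permutation test, p = 0.00433). For each of the 3 genes all 6 HT cows were above the median of the CL cows. At D14 SPATA16 was at 3.02 ± 1.26 CPM in HT and 0.384 ± 0.396 CPM in CL cows (log2 fold change 2.95, SE 0.71, FDR = 0.998; exact permutation test, p = 0.00216). The unnamed loci with the smallest p were XLOC_014345 (2.95) and XLOC_003109 (0.65) at D14, XLOC_017640 (2.57), XLOC_008055 (-1.49) and XLOC_005519 (1.21) at D3, and XLOC_021704 (0.72) and XLOC_013840 (0.51) at D25, as log2 fold changes. XLOC_021704 joins 2 ENSEMBL genes. XLOC_003109 changed from D-3 by -0.06 more in HT than in CL cows, opposite in sign to its difference at D14.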

To explore subtler biological changes due to environmental heat stress, a less stringent approach identified 180 DEGs when comparing HT to CL (9, 115, 27 and 29 DEGs at D3, 7, 14 and 25, respectively; *p* ≤ 0.005 and log_2_ fold change ≥ |0.5|; Supplementary Table S8). From D7 to D25, 11 genes were consistently upregulated and 7 consistently downregulated in HT cows relative to CL (Fig. 5) and related to functions such as ductal branching morphogenesis, inflammatory response, and cell death. 

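The number of loci past both thresholds in the same direction at D7, D14 and D25 was 0 for either direction. Where the thresholds had to be passed at any of the 3 time points and the log2 fold change had to be at least 0.5 in size at each, 8 loci were up and 4 down in HT cows. With DESeq2, 4 loci were up and 1 was down at all 3 time points. Of the 16 gene names in Fig. 5, LOC786474 was paired with a locus, which joins 2 ENSEMBL genes. It was at 78.2 ± 112 CPM (SD, n = 6) in HT and 8.67 ± 10.2 CPM in CL cows at D7, 21 ± 15.7 against 6.91 ± 5.09 CPM at D14, and 12.7 ± 8.78 against 4.53 ± 3.93 CPM at D25. The log2 fold changes were 3.18 (SE 0.94, FDR = 0.959), 1.60 (SE 0.60, FDR = 0.998) and 1.48 (SE 0.52, FDR = 0.997). The exact permutation tests gave p = 0.0346, 0.039 and 0.026. CL cow 8564 lay apart from the other 5 CL cows at D7. Relative to D-3, with the cow as a block, the log2 fold changes were 3.39, 2.16 and 1.82, each with FDR = 1.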

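Of the 11 upstream regulators shown for HT vs. CL at D7 in Supplementary Fig. S2A, 6 were paired with a locus. All 6 were higher in HT cows, with log2 fold changes from 1.00 to 2.02, and each had FDR = 0.959. ANGPT2 was at 42.2 ± 11.9 CPM (SD, n = 6) in HT and 19.6 ± 5.55 CPM in CL cows (log2 fold change 1.10, SE 0.23; exact permutation test, p = 0.00433), and 6 of 6 HT cows were above the median of the CL cows. The exact permutation test gave a p above 0.05 for the other 5. ALOX15 was at 20.6 ± 24.2 against 5.14 ± 6.03 CPM (log2 fold change 2.02, SE 0.83; exact permutation test, p = 0.0887) and XDH at 2552 ± 1323 against 1179 ± 696 CPM (1.11, SE 0.43; exact permutation test, p = 0.0606). SCD (1.84), INSIG1 (1.03) and PPARGC1A (1.00) gave exact permutation p values of 0.193, 0.177 and 0.242. Relative to D-3, with the cow as a block, the log2 fold changes of the 6 genes were 2.83 for ALOX15, 2.45 for SCD, 1.31 for XDH, 1.30 for ANGPT2, 0.73 for INSIG1 and 1.67 for PPARGC1A.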

Upstream regulators and their resultant networks for HT vs. CL cows at D7 were determined using IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis), and can be found in Supplementary Figure S2.

**Figure 5:**
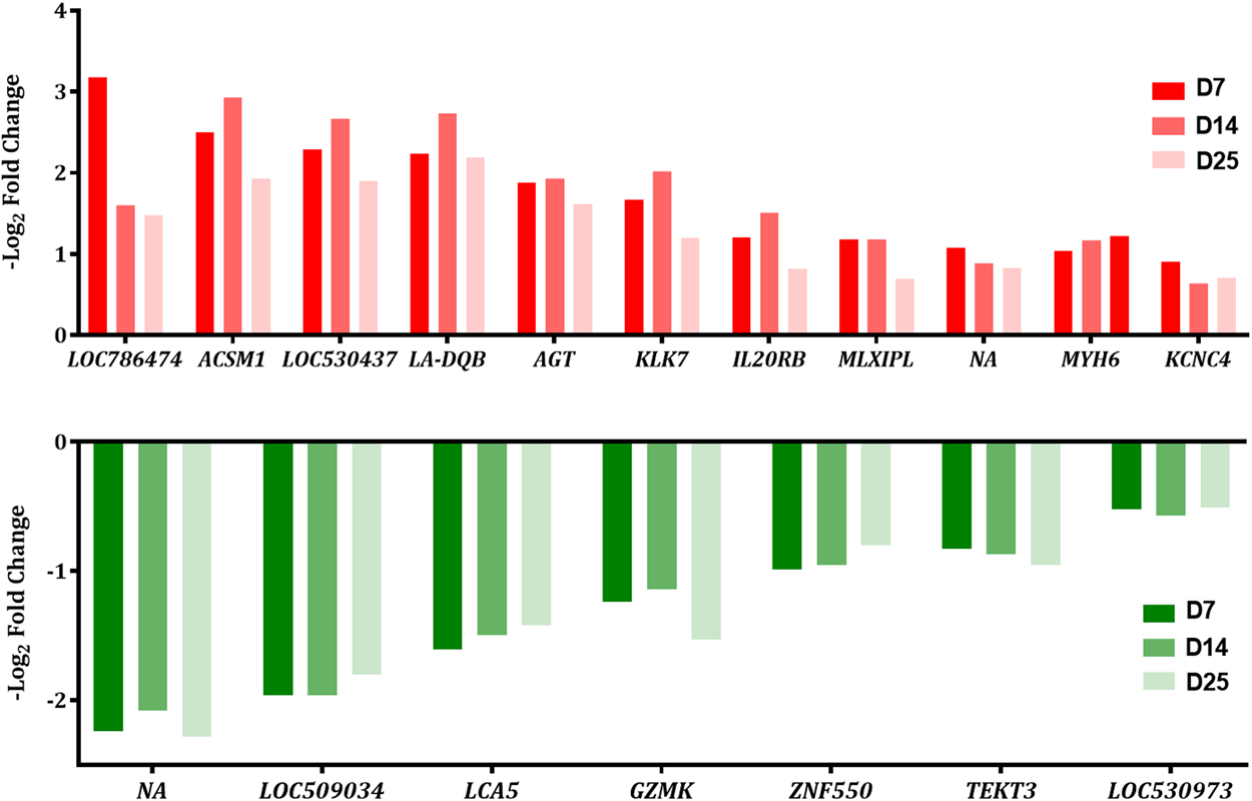
Characterization of differentially expressed genes in bovine mammary tissue between heat-stressed (HT) and cooled (CL) dairy cattle across the dry period. Differentially expressed genes (DEGs, nominal *p* ≤ 0.005, absolute log fold change ≥ 0.5) in the bovine mammary between heat-stressed (n = 6) and cooled (n = 6) dairy cattle consistently up- or downregulated at D7, 14, and 25 relative to dry-off (D0, ~46 d relative to expecting calving). Expression is quantified in HT relative to CL cows. Red indicates upregulation, green indicates downregulation. The y-axis displays the -log_2_ fold change of each DEG and the x-axis lists the gene name.

### Validation of RNA-Seq results with quantitative real-time PCR (qRT-PCR)

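Of the 13 genes chosen for qRT-PCR, 8 were paired with a locus by the symbols of the Supplementary Tables, and all 8 were DEGs in the RNA-Seq counts at D3 vs. D-3, 4 up and 4 down. LALBA (ENSBTAG00000005859) fell from 32201 ± 40895 CPM (SD, n = 12) at D-3 to 228 ± 251 CPM at D3, a log2 fold change of -7.14 (SE 1.51, FDR = 7.53e-04). It fell in 10 of 12 cows (exact sign-flip test, p = 0.00195), and the cows differed widely at D-3, from 9.9 to 104559 CPM. CSN2 fell from 255117 ± 311513 to 10152 ± 13677 CPM (log2 fold change -4.65, SE 1.15, FDR = 0.0038) and CSN1S1 from 237693 ± 299842 to 14898 ± 20474 CPM (-4.00, SE 1.15, FDR = 0.013), each in 10 of 12 cows. At time points outside this comparison, CSN2 of HT cow 8541 at D7 and CSN1S1 of CL cow 8686 at D25 lay apart from the other 5 cows of their group. SLC7A5 fell from 296 ± 335 to 50.8 ± 24.2 CPM (-2.54, SE 0.43, FDR = 4.87e-05), yet only 6 of 12 cows showed the decrease (exact sign-flip test, p = 0.0625). Of the increases, MXRA5 rose from 196 ± 162 to 696 ± 553 CPM (1.83, SE 0.38, FDR = 5.96e-04) in 11 cows, and LBP from 112 ± 148 to 375 ± 351 CPM (1.74, SE 0.51, FDR = 0.0143) in 10 cows. LOXL4 rose from 0.991 ± 1.54 to 4.27 ± 4.16 CPM (2.03, SE 0.55, FDR = 0.00812) in 9 cows. SLC7A8 had a log2 fold change of 2.28 (SE 0.54, FDR = 0.00242) and rose in 7 of 12 cows (exact sign-flip test, p = 0.165). In the fit with the cow as a block, the 8 log2 fold changes were -7.22 for LALBA, -4.83 for CSN2, -4.32 for CSN1S1, -2.27 for SLC7A5, 1.67 for MXRA5, 1.80 for LBP, 2.10 for LOXL4 and 1.81 for SLC7A8. The qRT-PCR measurements were not used here.

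**Figure D3:**
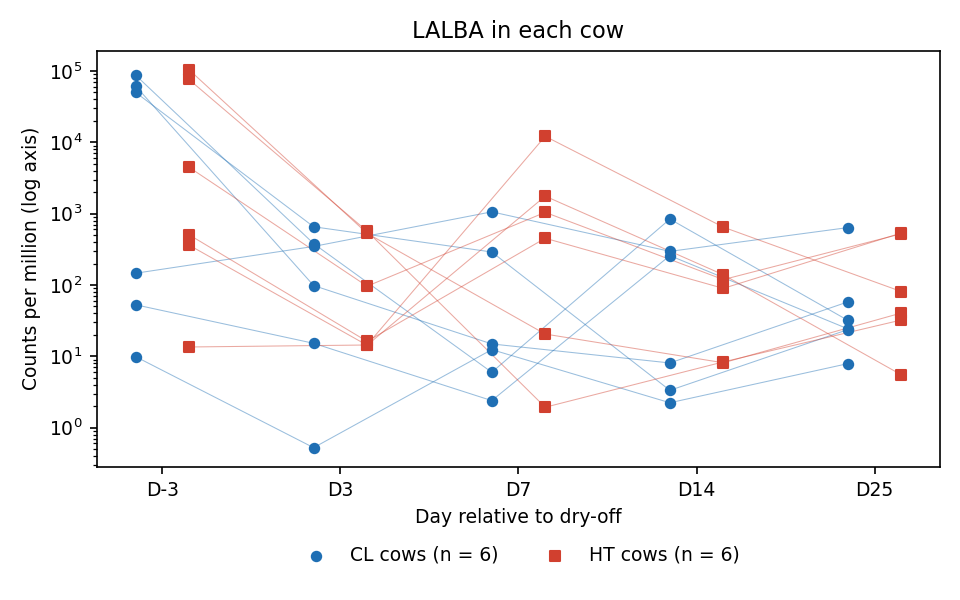
Expression of LALBA in each cow (vertical axis, CPM after TMM scaling, on a log axis) at each day relative to dry-off (horizontal axis). Each point is a cow, with circles for the 6 CL and squares for the 6 HT cows, and at D-3 the 12 cows span 9.9 to 104559 CPM while at D3 they span 0.523 to 655 CPM.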

Thirteen DEGs at D3 vs. D-3 (D3 downregulated: *LALBA*, *CSN2*, *CSN1S2*, *CSN1S1*, *SLC7A5;* D3 upregulated*: MXRA5*, *SLC7A8*, *LBP*, *ANGPTL4*, *LOXL4;* and D3 no change: *CCL28*, *ZO3*, *IGSF3*) were selected to validate RNA-Seq results followed the same direction of expression under qRT-PCR and had comparable log_2_ fold change (Fig. 6A). Expression levels calculated via RNA-Seq were significantly positively correlated to expression levels determined via qRT-PCR (Fig. 6B; R^2^ = 0.96, *p* < 0.0001).

**Figure 6:**
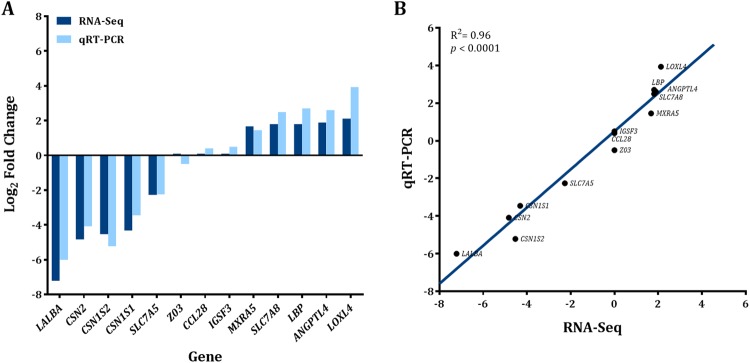
Validation of RNA-Sequencing results by quantitative RT-PCR. (**A**) Log_2_ fold change comparison of RNA-Seq (dark blue bars) and quantitative real-time PCR (qRT-PCR, light blue bars) for five differentially expressed genes downregulated at D3 (*LABLA*, *CSN2*, *CSN1S2*, *CSN1S1*, *SLC7A5*; n = 12), five genes upregulated at D3 (*MXRA5*, *SLC7A8*, *LBP*, *ANGPTL4*, *LOXL4*; n = 12), and 3 genes with similar expression (*CCL28*, *IGSF3*, *ZO;3*, n = 12) when comparing D3 vs. D-3 relative to dry-off (D0, ~46 d relative to calving). (**B**) Correlation between RNA-Seq and RT-PCR gene expression (R^2^ = 0.96, *p* < 0.0001).

## Discussion

The dry period is characterized by dynamic shifts in mammary gland cellular metabolism, cell turnover, immune signaling, and tissue remodeling. Any perturbation (e.g. exposure to heat stress) of these cellular processes and developmental events could severely reduce the mammary gland’s ability to effectively involute and redevelop, negatively affecting milk production in the next lactation^14,23^. The present study confirms the involvement of metabolic, cell death, and immune-related genes and pathways in the bovine mammary gland during the dry period and reveals others not previously reported. Our findings provide insights into the landscape of the bovine mammary transcriptome undergoing involution when exposed to environmental heat stress, highlighting changes in cell death, branching morphogenesis and cell response to stress.

Cessation of milking induces the recruitment of immune cells and local factors, such as pro-apoptotic signaling factors, and increases mammary pressure. This leads to a dramatic decline in milk synthesis and metabolic processes and protects against inflammation^6,10^. More than 3,000 DEGs between late lactation and early involution and more than 800 DEG during the first week of involution were discovered. After seven days of milk stasis, the mammary gland approaches the end of the active involution phase. Interestingly, there were no DEGs under FDR ≤ 5% during the steady state and redevelopment time-point comparisons (D14 vs. D7 and D25 vs. D14). 

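The number of DEGs was 0 for D14 vs. D7 and 9 for D25 vs. D14, all 9 lower at D25. When the cow was added as a block, it was 0 for both. The comparison of D25 with D7, which spans both phases, gave 0 DEGs without the block and with it in the fit of 60 samples, with 298 and 622 loci at an unadjusted p under 0.05, and 1 DEG with the block in the 24 samples of these days. The spread between cows was large for LALBA and CSN2. LALBA was at 202 ± 275 CPM (SD, n = 12) at D14 and 167 ± 243 CPM at D25, and CSN2 at 14404 ± 22608 CPM at D7, 5736 ± 6833 CPM at D14 and 4807 ± 4790 CPM at D25.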

Possible explanations include failure to capture peak gene expression associated with redevelopment, inability to capture potential changes caused by post-transcriptional modifications, location and heterogeneity of mammary tissue collected, and subtle physiological alterations not captured under our experimental design and statistical analysis.

The most significant pathways downregulated during early involution were related to synthesis and metabolism of lipids, proteins, and carbohydrates. These findings are consistent with previous research where, in general, concentrations of milk-specific constituents decline as lactogenic activity halts in the involuting mammary gland^6,24^. Pathways and terms related to lipid metabolism (e.g. *steroid biosynthesis*, *synthesis and degradation of ketone bodies*, *fatty acid degradation*, *saturated* and *unsaturated fatty acids*) expressed a higher number of downregulated genes, indicating reduced lipid synthesis and metabolism at D3 of involution. 

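Steroid biosynthesis had 0 genes up and 7 down at D3 relative to D-3, all 7 with an FDR of at most 0.05 and a median log2 fold change of -1.22. Both paired genes of synthesis and degradation of ketone bodies were down. For fatty acid degradation, 5 genes were up, of which 4 had an FDR of at most 0.05, and 3 were down, all 3 with an FDR of at most 0.05. Among the MeSH terms, fatty acids had 3 genes up and 14 down, unsaturated fatty acids 1 up and 7 down, and monounsaturated fatty acids 0 up and 4 down, and every one of these decreases had an FDR of at most 0.05. These directions held with library size in place of TMM, under which fatty acids had 5 genes up and 12 down. From the larger number of downregulated genes in the terms of lipid metabolism, the paper concludes that lipid synthesis and metabolism were reduced at D3 of involution.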

Pathways related to biosynthesis, degradation, and transport of amino acid and terms related to milk proteins (e.g. *lactalbumin*, *caseins*, and *lactoglobulins*) had a higher number of downregulated genes at D3 of involution, which is consistent with downregulation of milk protein gene expression and decreased concentrations of milk-specific proteins upon milk stasis^10,25^. 

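The direction of several of these pathways at D3 relative to D-3 depended on the scaling, and library size in place of TMM was an alternative chosen after seeing the data. Aminoacyl-tRNA biosynthesis had 1 gene up and 11 down with TMM and 9 up and 3 down with library size. For valine, leucine and isoleucine biosynthesis the numbers were 0 up and 3 down with TMM and 3 up and 0 down with library size. SNARE interactions in vesicular transport had 2 genes up and 9 down with TMM and 10 up and 1 down with library size, and protein export 1 up and 5 down against 4 up and 2 down. Caseins had 2 genes up and 6 down with TMM and 4 up and 4 down with library size. Glycine, serine and threonine metabolism had 0 genes up and 9 down, of which 8 had an FDR of at most 0.05, and 1 up and 8 down with library size. Lactalbumin had 2 genes up and 4 down and lactoglobulins 0 up and 2 down under both scalings, all with an FDR of at most 0.05 with TMM.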

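In the valine, leucine and isoleucine degradation pathway, 13 of the listed genes were paired with a locus. At D3 relative to D-3, 12 of them were down, 11 with an FDR of at most 0.05, and 1 was up with an FDR of at most 0.05. Their median log2 fold change was -0.75. With library size in place of TMM, chosen after seeing the data, 8 were down and 5 up, and 1 decrease had an FDR of at most 0.05.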

Fifteen out of 17 DEGs in the *valine*, *leucine*, *and isoleucine degradation* pathway were also downregulated. 

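IVD and DBT were paired with a locus, and both fell at D3. IVD fell from 157 ± 94.3 CPM (SD, n = 12) to 74.6 ± 12.1 CPM (log2 fold change -1.07, SE 0.19, FDR = 1.21e-04), in 11 of 12 cows. DBT fell from 54.1 ± 30.7 to 31.9 ± 7.94 CPM (log2 fold change -0.76, SE 0.18, FDR = 0.00266), in 8 of 12 cows (exact sign-flip test, p = 0.0117). In the blocked fit, the log2 fold changes were -1.03 for IVD and -0.71 for DBT.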

Interestingly, some of those genes (e.g. *IVD*, *DBT*, *BCAT2*) are involved in catabolism of the branched-chain amino acids for eventual milk protein synthesis^26,27^. Production of the milk-specific carbohydrate lactose declines rapidly upon milk stasis, accompanied by decreased lactose synthetase activity^11,28^. 

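For galactose metabolism 1 paired gene was up and 5 were down at D3 relative to D-3, each with an FDR of at most 0.05, and the directions were the same with library size in place of TMM. The paper names 5 genes paired with a locus, and all 5 fell. UGP2 fell from 502 ± 364 CPM (SD, n = 12) to 222 ± 127 CPM (log2 fold change -1.18, SE 0.29, FDR = 0.00362) and PFKM from 27.7 ± 9.64 to 16.4 ± 4.2 CPM (-0.75, SE 0.14, FDR = 1.66e-04), each in 11 of 12 cows. HK2 fell from 35 ± 27.6 to 15 ± 4.11 CPM (-1.21, SE 0.26, FDR = 7.40e-04) in 8 cows, and B4GALT1 from 2785 ± 2146 to 1234 ± 553 CPM (-1.17, SE 0.28, FDR = 0.00254) in 9 cows. LALBA had the largest decrease, with a log2 fold change of -7.14 (SE 1.51, FDR = 7.53e-04) and a wide spread between cows at D-3, from 9.9 to 104559 CPM.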

Six (*UGP2*, *PFKM*, *LALBA*, *GANC*, *HK2*, and *B4GALT1*) of the 11 DEGs in the *galactose metabolism* pathway, related to lactose synthesis and lactose synthetase formation, were downregulated after 3 days of milk stasis. 

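Of the genes named for fatty acid, amino acid and carbohydrate metabolism, 6 were paired with a locus, and all 6 fell at D3. ALDOC fell from 130 ± 74.5 CPM (SD, n = 12) to 35.7 ± 32.1 CPM (log2 fold change -1.86, SE 0.44, FDR = 0.00238) in 11 of 12 cows. ACSM5 fell from 10.3 ± 5.27 to 3.56 ± 2.36 CPM (-1.53, SE 0.40, FDR = 0.00682) in 10 cows. UGP2 and PFKM had log2 fold changes of -1.18 and -0.75 (FDR = 0.00362 and 1.66e-04). PDHA1 had a log2 fold change of -0.64 (SE 0.13, FDR = 3.91e-04) and PPAT of -0.36 (SE 0.13, FDR = 0.0644). PPAT passed the threshold with the cow as a block (FDR = 0.0136). The direction of these last 2 genes depended on the scaling, and with library size in place of TMM their log2 fold changes were 0.02 and 0.05.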

Further, to our knowledge, this study is the first to associate particular genes involved in fatty acid metabolism (e.g. *ACAT2*, *EHHADH*, *ACSM5*, and *PDHA1*), amino acid synthesis (e.g. *BCAT2*, *PDHA1*, and *PPAT*), and carbohydrate metabolism (e.g. *B4GALT2*, *UGP2*, *PFKM*, and *ALDOC*) with the bovine dry period^10,11^.

Cell death is one of the molecular landmarks of involution. Pathways and genes involved in different cell death mechanisms are well described in mouse and bovine models of involution using microarrays and qRT-PCR and are confirmed in the present study utilizing RNA-Seq. However, some discrepancies between animal models are apparent. Accumulation of milk in a mouse model causes local factors to induce apoptosis as soon as 12-hours after milk cessation. For example, LIF phosphorylates the signal transducer STAT3^29^, which downregulates a major survival actor pAkt through induction of PI3-kinase and downregulates IGF1 through upregulation of IGFBP5^9,30,31^. Cell death during involution is not as extensive in the dairy cow, and while many of these factors discussed above were present in our study, their temporal expression pattern was different. In our study, pro-apoptotic factors such as *LIF*, *STAT3*, *IGFBP5*, *CASP9*, *BAX*, and *SOCS3* were all upregulated at D3 of involution, while the survival-signaling factor *AKT1S1* was downregulated. Similarly, elevated levels of apoptosis during the early dry period in Holstein cows are evidenced by upregulation of histological markers and pro-apoptotic genes (e.g. *CASP3* and *IGFBP5*) at D4 of involution^5^. These authors also reported a simultaneous increase in mammary expression of proliferative genes (e.g. *IGF1* and *IGF1-R*) during the early involution (D4) and redevelopment (D36) phases of the dry period. 

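LIF, STAT3, IGFBP5 and CASP9 were paired with a locus, and all 4 were upregulated at D3 relative to D-3. LIF rose from 2.52 ± 3.89 CPM (SD, n = 12) to 9.96 ± 11.1 CPM (log2 fold change 1.95, SE 0.51, FDR = 0.0061) and STAT3 from 245 ± 70.5 to 333 ± 72.3 CPM (0.45, SE 0.13, FDR = 0.0161), each in 10 of 12 cows. IGFBP5 rose in 11 cows, from 101 ± 43 to 252 ± 159 CPM (1.32, SE 0.33, FDR = 0.00363). CASP9 changed least, from 23.9 ± 5.06 to 28.4 ± 2.4 CPM (0.24, SE 0.08, FDR = 0.0269), in 10 cows. In the fit with the cow as a block, the FDR values were 0.00722 for LIF, 0.00651 for STAT3, 0.00332 for IGFBP5 and 0.00434 for CASP9.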

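IGF1 did not differ between D3 and D-3, at 75.1 ± 48.1 CPM (SD, n = 12) and 67.5 ± 36 CPM (log2 fold change 0.15, SE 0.27, FDR = 0.774), and rose in 7 of 12 cows (exact sign-flip test, p = 0.566). Its receptor IGF1R rose from 108 ± 19.8 to 139 ± 27.4 CPM (log2 fold change 0.37, SE 0.11, FDR = 0.0167), and IGFBP2 from 20.6 ± 15.1 to 59.3 ± 36.5 CPM (1.52, SE 0.33, FDR = 9.09e-04). Each of these 2 genes rose in 11 of 12 cows. The fit with the cow as a block gave log2 fold changes of 0.07 for IGF1, 0.37 for IGF1R and 1.47 for IGFBP2.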

In our study, not *IGF-1* but *IGF1-R*, *IGFBP2* and *IGFBP4* were upregulated in the mammary gland at D3 of involution compared with late lactation. Abruptly drying-off non-pregnant dairy cows at peak lactation increased apoptosis of the mammary gland (D3 to D8 after milk stasis), indicated by increased STAT3 and SOCS3 protein levels and decreased *STAT5* gene expression^12^. However, *IGF1* expression increased and IGFBP5, Akt and Akt-P protein concentrations did not change^12^. Non-pregnant cows gradually dried-off had increased mammary apoptosis from D5 to D14 of involution evidenced by upregulation of *STAT3* and downregulation of *AKT1*, but no changes in IGFBP5 were reported^11^. 

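DRAM1 rose in 12 of 12 cows between D-3 and D3, from 30.1 ± 6.23 CPM (SD, n = 12) to 39 ± 4.68 CPM (log2 fold change 0.37, SE 0.11, FDR = 0.0204; exact sign-flip test, p = 4.88e-04, the smallest that 12 cows allow). EPG5 rose in 11 of 12 cows, from 50 ± 7.83 to 60.3 ± 9.9 CPM (log2 fold change 0.27, SE 0.10, FDR = 0.0442; exact sign-flip test, p = 0.00244). When the cow was added as a block, the FDR values were 0.00395 and 0.0082.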

Additionally, in our study, autophagy-promoting genes (e.g. *ATG9*, *DRAM1*, and *EPG5*) were upregulated in the mammary gland of cows at D3 of involution, demonstrating novel associations between these specific genes and the dry period and corroborating the participation of autophagic cell death in the involuting bovine mammary gland^15,32,33^. Discrepancies between our model and other mouse and bovine models may be attributed to the stage of lactation at dry-off, state of concurrent pregnancy, and reduced extent of MEC turnover during involution. Pro-apoptotic and pro-proliferative molecules may be co-expressed in the mammary gland of pregnant cows that requires both cell death and proliferation during the dry period.

Other molecular landmarks of involution include disruption of cell tight junctions, immune cell signaling, and cytoskeleton and extracellular matrix degradation. Not surprisingly, mammary cell tight junction permeability was impacted by milk stasis^34^. 

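For the tight junction pathway of Supplementary Table S4, 16 genes were paired with a locus. At D7 relative to D3, 15 were down, all with an FDR of at most 0.05, and 1 was up with an FDR above 0.05. The median log2 fold change was -0.60. With library size in place of TMM, chosen after seeing the data, the directions were the same and 2 of the 15 decreases had an FDR of at most 0.05.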

Herein, 15 out of 16 DEGs in the *tight junction* pathway were downregulated during the first week of involution. Immune cell signaling is activated in response to milk stasis to protect against mammary inflammation and remove debris through phagocytosis^35^. In our study, the influx of immune factors was indicated by the upregulation of *bacterial invasion of epithelial cells* and *leukocyte transendothelial migration* pathways and upregulation of immune-related genes (e.g. *LBP*, *TMSB4X*, *ANXA1*, and *STAT3*) after D3 of initiated involution. In addition, genes upregulated in the *lysosome*, *phagosome*, and *peroxisome* pathways (e.g. *SOD*, *LAMP1*, *SORT1*, and *COMP*) indicate clearing of apoptotic cell bodies after D3 of involution. 

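In bacterial invasion of epithelial cells, 14 paired genes were up at D3 relative to D-3, 12 of them with an FDR of at most 0.05, and 1 was down with an FDR above 0.05. In leukocyte transendothelial migration, 19 were up, 16 of them with an FDR of at most 0.05, and 2 were down, both with an FDR of at most 0.05. With library size in place of TMM the numbers up and down were 15 and 0 and 19 and 2. Of the genes named, LBP rose from 112 ± 148 CPM (SD, n = 12) to 375 ± 351 CPM (log2 fold change 1.74, SE 0.51, FDR = 0.0143) and STAT3 from 245 ± 70.5 to 333 ± 72.3 CPM (0.45, SE 0.13, FDR = 0.0161), each in 10 of 12 cows.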

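The lysosome pathway had 13 genes up and 6 down at D3 relative to D-3, of which 12 and 4 had an FDR of at most 0.05. Phagosome had 16 up and 10 down, of which 14 and 8 had an FDR of at most 0.05. In the peroxisome pathway 4 genes were up, 2 with an FDR of at most 0.05, and 14 were down, 12 with an FDR of at most 0.05. The direction of the peroxisome genes depended on the scaling, with 11 up and 7 down when library size was used in place of TMM. LAMP1 rose from 279 ± 85.9 CPM (SD, n = 12) to 392 ± 148 CPM (log2 fold change 0.49, SE 0.16, FDR = 0.0241) in 10 of 12 cows. SORT1 rose from 113 ± 65.4 to 213 ± 92.3 CPM (0.91, SE 0.20, FDR = 0.00121) and COMP from 0.999 ± 1.41 to 9.28 ± 10.6 CPM (3.13, SE 0.62, FDR = 3.70e-04), each in 11 cows.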

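IL27RA, IL6R, IL10RB and IL1R1 were paired with a locus, and all 4 rose at D3 relative to D-3. IL27RA rose from 79.3 ± 32.3 CPM (SD, n = 12) to 137 ± 47.6 CPM (log2 fold change 0.79, SE 0.16, FDR = 5.51e-04) and IL6R from 55.8 ± 19.3 to 86.1 ± 15.5 CPM (0.62, SE 0.14, FDR = 0.00145). The values of IL10RB were 20.7 ± 4.97 and 30.9 ± 8.99 CPM (0.58, SE 0.13, FDR = 0.00158). IL1R1 had the weakest support, with 136 ± 47.7 and 202 ± 78.3 CPM (0.57, SE 0.20, FDR = 0.0455) and an increase in 9 of 12 cows. The other 3 genes rose in 10 or 11 cows.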

Phagocytosis of apoptotic cells is not pro-inflammatory and acts in a wound-healing manner^36^ by inducing expression of inflammatory factors that were upregulated in our dataset (e.g. *IL34*, *IL27RA*, *IL6R*, *IL10RB*, *IL1R1*). Neutrophil-attracting chemokines (e.g. *CXCL12*, *CXCL13*, and *CXCL17*) were upregulated at D3, in accordance with the pro-inflammatory molecules reported in a mouse model of involution^31^. 

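CXCL12 was lower at D3 than at D-3 in 12 of 12 cows, at 285 ± 76.6 CPM (SD, n = 12) against 440 ± 98.6 CPM (log2 fold change -0.63, SE 0.16, FDR = 0.00446; exact sign-flip test, p = 4.88e-04). CXCL13 was lower at D3 in 11 of 12 cows, at 1.56 ± 1.74 against 3.79 ± 3.06 CPM (-1.27, SE 0.51, FDR = 0.0835; exact sign-flip test, p = 0.00293). CXCL17 was higher in 10 of 12 cows, at 12.9 ± 11.2 against 4.97 ± 4.99 CPM (1.35, SE 0.52, FDR = 0.0713; exact sign-flip test, p = 0.00244). In the blocked fit, the log2 fold changes were -0.65 (FDR = 0.00104), -1.33 (FDR = 0.0194) and 1.59 (FDR = 0.0041).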

The observed downregulation of genes involved chemotaxis at D7 of involution is consistent with the reported presence of immune factors in a non-pregnant bovine model at 36 h after milk stasis^12^. Pathways and terms associated with cytoskeleton degradation (e.g. *adherens junction*, *focal adhesion*, *regulation of actin cytoskeleton*, and *actins*) had a greater number of genes upregulated D3 of involution. This was accompanied by upregulation of genes (e.g. *RHOA*) involved in the reorganization of the actin cytoskeleton. 

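At D3 relative to D-3, adherens junction had 16 genes up, all with an FDR of at most 0.05, and 2 down. Focal adhesion had 27 up and 6 down, of which 23 and 5 had an FDR of at most 0.05. The numbers for regulation of actin cytoskeleton were 31 up and 6 down, of which 28 and 4 had an FDR of at most 0.05, and those for the MeSH term actins 26 up and 7 down, of which 21 and 6 did. With library size in place of TMM, chosen after seeing the data, the numbers up and down were 17 and 1, 29 and 4, 34 and 3, and 29 and 4, in the same order.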

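RHOA rose from 427 ± 65.7 CPM (SD, n = 12) at D-3 to 579 ± 150 CPM at D3, a log2 fold change of 0.44 (SE 0.10, FDR = 0.00216), in 9 of 12 cows (exact sign-flip test, p = 0.00586). In the fit with the cow as a block, the log2 fold change was 0.42 (FDR = 0.00136).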

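At D7 relative to D3, adherens junction had 0 genes up and 10 down, 7 of them with an FDR of at most 0.05, and regulation of actin cytoskeleton had 2 up and 17 down, 15 of them with an FDR of at most 0.05. MMP27 rose from 0.188 ± 0.124 CPM (SD, n = 12) to 0.816 ± 0.575 CPM (log2 fold change 2.09, SE 0.59, FDR = 0.0383). It was higher at D7 in 10 of 12 cows and lower in 1 (exact sign-flip test, p = 0.00195). The highest value was 1.97 CPM, so the change rests on low counts. When the cow was added as a block, the log2 fold change was 2.08 (FDR = 0.03).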

As involution progressed to D7, *adherens junction* and *actin cytoskeleton* pathways were downregulated while the stromal matrix metallopeptidase 27 (*MMP27*) was upregulated indicating promotion of extracellular matrix breakdown^35^. 

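ACTG1, at a locus that joins 2 ENSEMBL genes, rose from 1442 ± 473 CPM (SD, n = 12) at D-3 to 2554 ± 1077 CPM at D3 (log2 fold change 0.82, SE 0.16, FDR = 3.16e-04), in 10 of 12 cows. ILK was at 87.9 ± 24.3 CPM at D-3 and 114 ± 43.3 CPM at D3 (0.38, SE 0.15, FDR = 0.075), higher in 8 of 12 cows (exact sign-flip test, p = 0.0498), and it passed the FDR threshold with the cow as a block (FDR = 0.0374).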

Many genes (e.g. *ILK*, *ACTG1*, *LAMP1*, *IL34*, *CXCL12*, *MMP27*, and *RHOA*, *etc*.) involved in these immune-related and cellular structure functions were first associated with the bovine dry period in this study.

Our study revealed novel upstream regulators in the mammary gland during early involution. Two upstream regulators that play central roles in energy metabolism, *PPARGC1A* and *INSIG1*, were downregulated in the mammary gland of dairy cows during early involution, supporting a rapid and coordinated decrease of overall cellular metabolism upon milk stasis. 

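PPARGC1A fell from 17.5 ± 22.7 CPM (SD, n = 12) at D-3 to 3.58 ± 3.76 CPM at D3 (log2 fold change -2.28, SE 0.57, FDR = 0.00397) and INSIG1 from 510 ± 759 to 77.6 ± 50.6 CPM (-2.72, SE 0.51, FDR = 1.97e-04). Each fell in 9 of 12 cows (exact sign-flip test, p = 0.0186 for both). In the blocked fit, the log2 fold changes were -1.87 (FDR = 0.00454) and -2.23 (FDR = 0.00131).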

Upstream regulators of lipid synthesis that coordinate downstream target networks were downregulated at D3 of involution, consistent with a previous bovine involution study^11^. The *ACACA* and its lipogenic downstream target genes (*FASN* and *GPAM*) were downregulated. Similarly, *SCD*, a key upstream regulator in oleic acid biosynthesis that interacts with and regulates other upstream regulators (such as *ACACA*, *LPL*, and *SREBF1*) was downregulated. 

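ACACA fell from 581 ± 579 CPM (SD, n = 12) at D-3 to 147 ± 75.7 CPM at D3 (log2 fold change -1.98, SE 0.37, FDR = 1.79e-04) and FASN from 7780 ± 8136 to 982 ± 696 CPM (-2.99, SE 0.52, FDR = 7.52e-05), each in 10 of 12 cows. GPAM fell from 4080 ± 4721 to 243 ± 130 CPM (-4.07, SE 0.54, FDR = 1.79e-06) in 11 of 12 cows. At D-3 the cows ranged from 803 to 24912 CPM for FASN and from 148 to 12147 CPM for GPAM.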

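SCD fell from 608 ± 751 CPM (SD, n = 12) at D-3 to 25.4 ± 20.1 CPM at D3 (log2 fold change -4.58, SE 0.73, FDR = 2.31e-05), in 11 of 12 cows (exact sign-flip test, p = 9.77e-04). LPL and SREBF1 fell in 11 of 12 cows too, LPL with a log2 fold change of -4.92 (SE 0.67, FDR = 1.79e-06) and SREBF1 with -1.06 (SE 0.27, FDR = 0.00465). SREBF1 was at 259 ± 159 CPM at D-3 and 124 ± 45 CPM at D3.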

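ALOX15 fell from 292 ± 354 CPM (SD, n = 12) at D-3 to 4.09 ± 2.47 CPM at D3, a log2 fold change of -6.16 (SE 0.90, FDR = 7.79e-06). It fell in 11 of 12 cows (exact sign-flip test, p = 0.00342), from values between 2.03 and 786 CPM at D-3 to values between 1.46 and 8.69 CPM. The log2 fold change was -6.09 with the cow as a block (FDR = 1.27e-04).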

The upstream regulator *ALOX15*, which acts on polyunsaturated fatty acids to generate bioactive lipid mediators that regulate inflammation and immunity, was also downregulated. Three pro-apoptotic factors *IGFBP5*, *PTGES*, and *BACH2* are examples of upstream regulators related to cell death that were upregulated at D3 of involution relative to late lactation in our bovine model. This study is the first to consider the roles of *PTGES* and *BACH2* as cell death mediators in the bovine dry period. 

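IGFBP5 rose from 101 ± 43 CPM (SD, n = 12) at D-3 to 252 ± 159 CPM at D3 (log2 fold change 1.32, SE 0.33, FDR = 0.00363) in 11 of 12 cows. PTGES rose from 13.5 ± 22.2 to 44.3 ± 44.2 CPM (1.70, SE 0.53, FDR = 0.0215) in 9 cows. BACH2 rose from 1.03 ± 0.745 to 2.15 ± 1.46 CPM (1.00, SE 0.38, FDR = 0.0618) in 10 cows, and passed the FDR threshold with the cow as a block (log2 fold change 1.06, FDR = 0.00348).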

As involution progressed to D7, the number of upstream regulators dropped but the majority were upregulated and related to the cell cycle. Specific functions of these factors include mitotic regulation (*NEK2*), chromosome segregation through the spindle checkpoint (*BUB1B*), cyclin dependent kinases (*CKS2*), and regulation of cyclin expression (*FOXM1*). 

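BUB1B rose from 11.5 ± 5.31 CPM (SD, n = 12) at D3 to 25.9 ± 11.7 CPM at D7 (log2 fold change 1.17, SE 0.29, FDR = 0.0167). NEK2 rose from 4.23 ± 2.14 to 9.85 ± 4.18 CPM (1.22, SE 0.41, FDR = 0.0837), CKS2 from 7.38 ± 3.08 to 14.4 ± 5.17 CPM (0.97, SE 0.31, FDR = 0.0742) and FOXM1 from 2.95 ± 1.41 to 6.19 ± 2.58 CPM (1.07, SE 0.38, FDR = 0.11). All 4 genes rose in 11 of 12 cows, with exact sign-flip p values of 0.0083, 0.00244, 0.00879 and 0.00439. In the fit with the cow as a block, the FDR values were 0.00702, 0.0309, 0.0269 and 0.0375.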

There were three downregulated upstream regulators: *NUPR1*, involved in combating micro-environmental cellular stress, *EFNA1*, modulating developmental events in the vascular system, and *RET*, a cell proliferation and growth signaling molecule. 

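NUPR1 fell from 177 ± 178 CPM (SD, n = 12) at D3 to 54.9 ± 27.4 CPM at D7 (log2 fold change -1.69, SE 0.40, FDR = 0.013) in 9 of 12 cows. EFNA1, at a locus that joins 2 ENSEMBL genes, fell from 65.8 ± 32.9 to 30.6 ± 8.64 CPM (-1.10, SE 0.25, FDR = 0.0119) in 11 cows, and RET from 22.9 ± 21.9 to 5.82 ± 4.16 CPM (-1.98, SE 0.56, FDR = 0.0383) in 10 cows. The fit with the cow as a block gave log2 fold changes of -1.36, -1.06 and -1.64, each with an FDR under 0.05.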

The upstream regulator *NUPR1* is not only a negative regulator of cell cycle but also targets downstream genes that assist stress signaling to fortify cells against perturbations like reactive oxygen species and defective DNA repair, all critical components of immune response and tissue remodeling. Our study revealed novel genes, pathways, upstream regulators and transcription factors that could be targets of future studies to promote more rapid and efficient mammary gland involution, particularly during the early stages.

Interestingly, a non-annotated lncRNA was downregulated in the mammary glands of heat-stressed dry cows compared with cooled cows at D25 relative to dry-off. 

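At D25, XLOC_021690, the locus with the smallest p, had a log2 fold change of -3.95 between HT and CL (SE 0.62, FDR = 0.293), and 0 of 6 HT cows were above the median of the CL cows (exact permutation test, p = 0.00216). The files give no position for this locus, so its identity with the long non-coding RNA of the paper was not settled here. Because it was also lower in HT cows at D-3 (log2 fold change -3.82, FDR = 1), the change of each cow from D-3 to D25 was compared. On the log2 CPM scale this change was 0.32 ± 1.06 (SD, n = 6) in HT and 1.08 ± 2.63 (SD, n = 6) in CL cows (exact permutation test, p = 0.574). HT cows were already at 0 to 0.429 CPM at D-3, so this test could hardly show a fall in them. In the fit with the cow as a block, with the pairing over time taken from the labels, the change from D-3 differed between HT and CL by -0.94 at D25 (FDR = 1). From the lower expression of the long non-coding RNA, the paper proposes that heat stress alters the regulation of microRNAs and through them the expression of proapoptotic and metabolic genes.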

Long non-coding RNAs are involved in gene regulation through a variety of mechanisms like binding to complementary RNA to affect RNA processing, turnover, or localization or serving as precursors for smaller regulatory RNAs such as microRNAs or piwiRNAs^37^. We identified seven miRNA seed regions within the lncRNA sequence that impact 1,159 downstream target genes, including known markers of involution (e.g. *SOCS3*, *IGF1R*, *IGFR*, *AKTIP*) and upstream regulators that are significantly up- or downregulated during involution or in heat-stressed dry cows (e.g. *PPARGC1A*, *ACACA*, *VEGFA*, *ERBB2*). Recent studies have identified miRNAs differentially expressed between lactating and non-lactating ruminants^38–40^. For example, target genes for miRNAs (e.g. miRNA-148 and miR-145) expressed during the dry period promote cell death by downregulating *STAT5*^40^ and play a role in mammary metabolism by targeting *INSIG1* for lipogenesis. Inhibition of miR-145 in goat MEC led to increased methylation levels of *FASN*, *SCD1*, *PPARG*, and *SREBF1*^41,42^. Thus, the downregulation of the lncRNA by heat stress might affect the regulation of miRNAs, resulting in altered expression of proapoptotic and metabolic genes and key transcription factors involved in mammary gland cell turnover and metabolism. Further investigation is needed to determine how important these miRNAs are in regulating downstream target gene expression in the mammary gland of heat-stressed cows.

Under the less stringent analysis, genes impacted by heat stress play a role in key processes in mammary gland development, such as ductal branching morphogenesis (e.g. *TEKT3*, *WIF1*, *LCA5*, *ACTL8*). Our results support previous reports of aberrant ductal branching of bovine MEC exposed to high temperatures *in vitro*^17^. Genes related to mammary gland function, including immune function (e.g. *FCAMR*, *GP2*, *CRTAC1)*, inflammation (e.g. *ILR20B*, *KLK7*), and cell stress protection (e.g. *DNAJC12*) were upregulated in heat-stressed cows. 

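FCAMR, GP2 and DNAJC12 were paired with a locus. At D7 FCAMR was at 72.6 ± 84.1 CPM (SD, n = 6) in HT and 10 ± 10 CPM in CL cows (log2 fold change 2.86, SE 0.93, FDR = 0.959; exact permutation test, p = 0.0606). GP2 was at 89.7 ± 113 against 21 ± 9.78 CPM (2.10, SE 0.78, FDR = 0.959; exact permutation test, p = 0.242), and DNAJC12 at 74.9 ± 74.7 against 20.9 ± 18.1 CPM (1.85, SE 0.64, FDR = 0.959; exact permutation test, p = 0.0303). At D14 the log2 fold changes were 0.62, 0.17 and 0.89, and at D25 they were 0.50, 1.01 and 0.88. For FCAMR and GP2 the exact permutation tests gave p = 0.0541 or more at each of these time points. At D14 the sign depended on the cows used, and leaving out each cow in turn gave -0.27 to 2.21 for FCAMR and -0.11 to 0.95 for GP2. Relative to D-3, with the cow as a block, the log2 fold change of GP2 at D14 was -0.18.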

In an *in vitro* rat model, immune signaling was upregulated to combat heat stress, where activation occurred via extracellular secretions of heat-shock proteins^43^. Similarly, previous literature has reported overexpression of other heat-shock proteins in the mammary gland of rat and bovine models to protect cells against hyperthermia^18,44,45^. The transcriptome profile of dry, heat-stressed cows during early involution is indicative of impaired mammary development, aberrant cellular processes and extended inflammation and immune response.

We recognize that this analysis is exploratory in nature, thus findings warrant further investigation. Possible reasons for the fewer significant differences between heat-stressed and cooled cows include subtle gene expression shifts in our *in vivo* chronic heat stress model at the level of the mammary gland, limited statistical power to capture those differences, variability in location of tissue collection, as our biopsied tissue was collected from alternating quarters at each time point and cell heterogeneity, as cell sorting of mammary epithelial cells was not performed.

## Conclusions

This is the first *in vivo* study to characterize the bovine mammary gland transcriptome during the dry period and under environmental heat stress utilizing RNA-Seq. Regardless of the caveats and limitations of our *in vivo* bovine dry period model and design, our findings reveal novel genes, pathways, and upstream regulators involved in the dynamic process of mammary gland involution and point towards key genes and pathways impacted by dry period heat stress, many of which have never been directly associated with an *in vivo* bovine dry period model previously. From these, upstream regulators including metabolic regulators (e.g. *PPARGC1A* and *INSIG)* and pro-apoptotic regulators (e.g. *IGFBP5*, *PTGES*, and *BACH2*) are ideal candidates for future exploration with the potential to alter expression of key downstream genes. This work serves as the basis for more exhaustive research to investigate these candidate genes and pathways to combat the negative effects of heat stress and promote successful cell turnover and tissue restoration with the goal of improving synthetic capacity for the subsequent lactation.

## Materials and Methods

This study was conducted at the University of Florida Dairy Unit (Hague, FL) over the summer of 2015. The University of Florida Institutional Animal Care and Use Committee approved all treatments and procedures, and all experiments were conducted in accordance with their rules and regulations. Twelve multiparous Holstein cows selected based on mature equivalent milk production and parity were dried off at 46 d before expected calving. Cows were randomly assigned to two treatments for the duration of the dry period: *heat-stressed* (**HT**, n = 6; access to shade in a sand-bedded free-stall pen) or *cooled* (**CL**, n = 6; access to shade, fans and soakers in a separate pen). Fans (J&D Manufacturing, Eau Claire, WI) ran continuously and soakers (Rain Bird Manufacturing, Glendale, CA) were activated when ambient temperature reached 21.1 °C, running for 1.5 min in 6 min intervals. Upon calving, cows were treated identically with access to shade, fans, and soakers. Details of the total mixed ration diet, dry matter intake, rectal temperature and respiration rates during the dry period, and milk production during lactation are reported in Fabris *et al*.^19^.

For all cows, mammary biopsies were collected at day (**D**) −3 (before dry-off during late lactation) and at D 3, 7, 14, and 25 relative to dry-off (which was considered D0) based on the method described by Farr *et al*.^46^ with slight modifications^14^. Time points for mammary biopsy collection were chosen to capture the three phases of the dry period: D-3 represents late lactation, D3 and D7 represents active involution, D14 represents the steady-state phase, and D25 captures the beginning of the redevelopment phase. Mammary tissue biopsies were washed in sterile saline, trimmed of visible fat, placed in RNAlater (ThermoFisher, Invitrogen, Grand Island, NY), and stored at −80 °C until RNA isolation. Total RNA was extracted using the RNeasy Mini Kit (catalog #74104, Qiagen, Valencia, CA) according to the manufacturer’s instructions. RNA concentration was determined on Qubit 2.0 Fluorometer (ThermoFisher, Invitrogen, Grand Island, NY), and RNA quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc.). Total RNA with 28 S/18 S >1 and RNA integrity number ≥7 were used for library construction.

RNA-Seq library was constructed using NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs, USA) following manufacturer’s recommendations. Briefly, 500 ng of total RNA was used for mRNA isolation using NEBNext Poly(A) mRNA Magnetic Isolation module (catalog #E7490) then followed by RNA library construction with NEBNext Ultra RNA Library Prep Kit for Illumina (catalog #E7530) according to the manufacturer’s user guide. Sixty barcoded libraries (n = 12 cows at 5 different time points D-3, 3, 7, 14, 25) were sized on the Bioanalyzer, quantitated by QUBIT and quantitative PCR using the KAPA library quantification kit (Kapa Biosystems, catalog #KK4824). Finally, the 60 individual libraries were pooled equimolarly and sequenced by Illumina NextSeq. 500 for 5 runs (Illumina Inc., CA) which generated 150 base-pair single-ended reads.

The quality of the sequencing reads was evaluated using FastQC software, and if necessary, sequencing reads were trimmed using the software Trim Galore (v0.4.1). Sequence reads were mapped to the bovine reference genome (bosTau7) using the software package Tophat^47,48^ (v2.0.13). Two rounds of alignment were performed to maximize sensitivity to splice junction discovery, allowing for full utilization of novel splice junctions. Novel splice junctions were first determined in each sample individually, then combined with the known ENSEMBL annotated splice junctions and entered in Tophat for a second alignment^49,50^. Read alignments were discarded if they had greater than two mismatches or were equally mapped to more than 40 genomic locations. The subsequent alignments were used to reconstruct transcript models using the software package Cufflinks^51^ (v2.2.1). The Cuffmerge tool was used to merge each assembly to the bovine annotation file, combining novel transcripts with known annotated transcripts to maximize quality of the final assembly. The number of reads that mapped to each gene in each sample was calculated using the tool *htseq-count*^52^.

Differentially expressed genes were detected using the R package edgeR (v.3.4.2)^53^. This package combines the use of the trimmed mean of M-values as the normalization method of the count data, an empirical Bayes approach for estimating tagwise negative binomial dispersion values, and finally, generalized linear models and quasi-likelihood F-test for detecting differentially expressed genes for the main effects of treatment, time, and treatment by time interaction. The following comparisons over time were made: D3 vs. D-3, D7 vs. D3, D14 vs. D7, and D25 vs. D14 to highlight differences in gene expression as the cow transitions between dry period phases, focusing on the active involution phase. Additionally, HT vs. CL treatments were compared for each time point independently. Because there was no significance in the interaction, the main effects of treatment and time were analyzed separately.

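The interaction of treatment and time was tested with 1 F-test per locus in a fit of all 60 samples with a mean for each treatment and time point. The number of loci with an FDR of at most 0.05 was 0, and 85 had an unadjusted p under 0.05. When the cow was added as a block, the pairing being taken from the labels, the numbers were 0 and 72. On simulated counts with 200 changed loci, this test recovered a share of 0.605 of them and a share of 0.82 of those changed by a log2 fold change of 2, with a share of 0.0397 of its calls false. The simulated samples carried no cow effect, unlike the real ones.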

Genes that were differentially expressed over time or between treatments were analyzed using Fisher’s exact test to determine significant enrichment of Gene Set Enrichment Analysis Gene Ontology (**GO**) Kyoto Encyclopedia of Genes and Genomes (**KEGG**) pathways and Medical Subject Headings (**MeSH**) terms^54,55^. For all comparisons, genes that had an ENSEMBL annotation and a false-discovery rate (**FDR**) ≤ 5% were tested against the background set containing all expressed genes with ENSEMBL annotation. The GO, KEGG and MeSH enrichment analyses were performed in the R environment using *goseq*.^56^ and *meshr*^57^ packages respectively. Functional categories with a nominal *p* < 0.05 were considered significantly enriched by DEGs.

Additionally, DEGs were explored using Ingenuity Pathway Analysis (**IPA**, QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^58^ to determine upstream regulators. For each comparison, lists of DEGs with ENSEMBL annotation were uploaded into IPA and compared to the background annotated bovine genome (24,616 unique ENSEMBL IDs). Both up- and downregulated genes were analyzed together. The IPA feature *Upstream Analysis* was used to determine significant upstream regulators within our dataset. IPA broadly describes upstream regulators as any molecule that can affect the expression of other molecules. The impact of upstream regulators was calculated using overlapping p-value to identify regulators that explained observed gene expression changes and activation z score to estimate the activation state of predicted regulators. From this list of upstream regulators, IPA generates a molecular network of upstream regulators, downstream target genes, and biological functions that are impacted by expression changes in these molecules.

Thirteen DEGs were chosen for validation of RNA-Seq results - five DEGs downregulated at D3 (*α-lactalbumin*, *LALBA; β-casein*, *CSN2; casein-αS1; CSN1S1; casein-αS2*, *CSN1S2; solute carrier family 7 member 5*, *SLC7A5*), five DEGs upregulated genes at D3 (*matrix-remodeling-associated protein 5*, *MXRA5; lipopolysaccharide binding protein*, *LBP; lysyl oxidase like 4*, *LOXL4; angiopoietin like 4*, *ANGPTL4; solute carrier family 7 member 8*, *SLC7A8*), and three genes with similar expression at D3 and D-3 (immunoglobulin superfamily, member 3, *IGSF3*; C-C motif chemokine ligand 28, *CCL28*; tight junction protein 3, *ZO3*). Validation was performed using quantitative real-time PCR (**qRT-PCR**) conducted with the CFX96 Touch Real-Time PCR Detection System (Bio-Rad). The same RNA samples were used for RNA-Seq and for technical validation by qRT-PCR. A detailed description of primer design and sequences can be found in Supplementary Methods.

### Accession codes

Sequencing data can be accessed through NCBI GEO with accession number GSE108840. Please access the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108840.

## Electronic supplementary material

Supplementary Methods and Figures

Supplementary Tables

# Supplementary material for: RNA-Seq reveals novel genes and pathways involved in bovine mammary involution during the dry period and under environmental heat stress
**Source:** Sci Rep. 2018 Jul 23;8:11096. doi: 10.1038/s41598-018-29420-8
**Supplement:** Supplementary file 1 — Supplementary Methods and Figures

## Supplementary Methods

**RNA-Seq reveals novel genes and pathways involved in bovine mammary involution during the dry period and under environmental heat stress.** Bethany Dado-Senn, Amy L. Skibiell, Thiago F. Fabris, Y. Zhang, Geoffrey E. Dahl, Francisco Peñagaricano, Jimena Laporta.

**RT-PCR methods used for confirmation of RNA-Sequencing.** Ten genes in the mammary gland of dairy cows at D3 and D-3 relative to dry off (D0) were used for validation. A total of 1 µg RNA from each sample was used to synthesize cDNA using the iScript cDNA synthesis kit (Bio-Rad Laboratories, CA) and diluted 1:5 in dH<sub>2</sub>O. Reaction mixtures were performed as previously described<sup>1</sup> and cycling conditions were as follows: 1 cycle for 3 min at 95°C then 50 cycles of 10 s at 95°C and 30 s at 60°C followed by melt curve measurement from 65°C to 95°C in 0.5° increments for 5 s. Positive and negative (non-template control, **NTC**) controls were added to each PCR plate. Each sample was assessed in duplicate and the %CV between the duplicates was < 2%. Primers sequences for the validated genes were obtained from the literature or specifically designed to span exon-exon junctions to minimize the potential of amplifying genomic DNA using Primer3 software<sup>2,3</sup> (see table). The geometric mean between two housekeeping genes (ribosomal protein S9, **RPS9** and ubiquitously expressed prefoldin-like chaperone, **UXT**) was used to calculate the relative gene expression using the method  $2^{-\Delta\Delta C_t}$  with D3 relative to dry off as the reference group<sup>4</sup>. Specificity of amplification for each primer pair was evaluated by plotting the dissociation-characteristics of double-stranded DNA. The figure in this material shows the melt curves for the ten different amplicons. The single peak following melt curve analysis observed for all amplicons is indicative of a pure, single amplicon.

**Table. Primer sequences for validated and housekeeping genes.**

| Gene Name and Symbol                                           | Accession Number | 5' ->3' | Primer Sequence            | Source |
|----------------------------------------------------------------|------------------|---------|----------------------------|--------|
| α-lactalbumin ( <i>LALBA</i> )                                 | BC102173.1       | F       | AAAGACTTGAAGGGCTACGGA      | 5      |
|                                                                |                  | R       | AGATGTTGCTTGAGTGAGGGTT     |        |
| β-casein ( <i>CSN2</i> )                                       | BC111172.1       | F       | AGTGAGGAACAGCAGCAAACAG     | 5      |
|                                                                |                  | R       | AGCAGAGGCAGAGGAAGGTG       |        |
| casein-αS1 ( <i>CSN1S1</i> )                                   | BC109618.1       | F       | TACCTGTCTTGTGGCTGTTGC      | 5      |
|                                                                |                  | R       | CCTTTTGAATGTGCTTCTGCTC     |        |
| casein-αS2 ( <i>CSN1S2</i> )                                   | BC114773.1       | F       | GCCTGGACTACTTGTCTTCCCTTTTA | 5      |
|                                                                |                  | R       | TCCTCTTCATTTGCGTTCCCTTAC   |        |
| solute carrier family 7 member 5 ( <i>SLC7A5</i> )             | BC126651         | F       | GGGTGACGTAGCCAATCTGG       | 6      |
|                                                                |                  | R       | ATCCCCCATAGGCAAAGAGG       |        |
| matrix-remodeling-associated protein 5 ( <i>MXRA5</i> )        | XP_001254410.3   | F       | CGCTGGGATCTCTCCACAT        | 2, 3   |
|                                                                |                  | R       | GAGCTCCAGCTTCGTCAGTC       |        |
| lipopolysaccharide binding protein ( <i>LBP</i> )              | NM_001038674     | F       | TGGAGGTGCACATATCAGGA       | 2, 3   |
|                                                                |                  | R       | CTTGCTCTCCAAGACCCTTC       |        |
| lysyl oxidase like 4 ( <i>LOXL4</i> )                          | NM_174384        | F       | CCAGCTTCTGCCTAGAGGAC       | 2, 3   |
|                                                                |                  | R       | TAGGTATCCCAGCAGCCAAC       |        |
| angiopoietin like 4 ( <i>ANGPTL4</i> )                         | NM_001046043     | F       | GAAGAGGCTGCCCAAGATG        | 2, 3   |
|                                                                |                  | R       | CCCTCTTCAAACAGCTCCTG       |        |
| solute carrier family 7 member 8 ( <i>SLC7A8</i> )             | NM_001192889.2   | F       | TCAAGGCTCCTTTGCCATATG      | 2, 3   |
|                                                                |                  | R       | CAAATGTGACCAGTGGGATG       |        |
| ubiquitously expressed prefoldin-like chaperone ( <i>UXT</i> ) | XM_004022128.3   | F       | TGTGGCCCTTGGATATGGTT       | 7      |
|                                                                |                  | R       | GGTTGTCGCTGAGCTCTGTG       |        |
| C-C motif chemokine ligand 28 ( <i>CCL28</i> )                 | NM_001101163.1   | F       | ACTTGGCTGCTGTCATCCTT       | 2      |
|                                                                |                  | R       | CCTCTTTCTTGGCTGCTTGT       |        |
| Immunoglobulin superfamily, member 3 ( <i>IGSF3</i> )          | NM_001192700.2   | F       | CAGCACTCTCGTCTCCATCA       | 2      |
|                                                                |                  | R       | ATGGGGTTTGTATGATGCACT      |        |
| Tight junction protein 3 ( <i>ZO3</i> )                        | NM_001045874     | F       | GATACCCGTTCCAGAACCT        | 2      |
|                                                                |                  | R       | TGTAGAAGGAGTCGCCCCAAG      |        |
| ribosomal protein S9 ( <i>RPS9</i> )                           | NM_001101152     | F       | GGAGACCCTTCGAGAAGTCC       | 1      |
|                                                                |                  | R       | CTTTCTCATCCAGCGTCAGC       |        |

Figure. Melting curves for the 13 DEGs identified by RNA sequencing validated by RT-PCR.

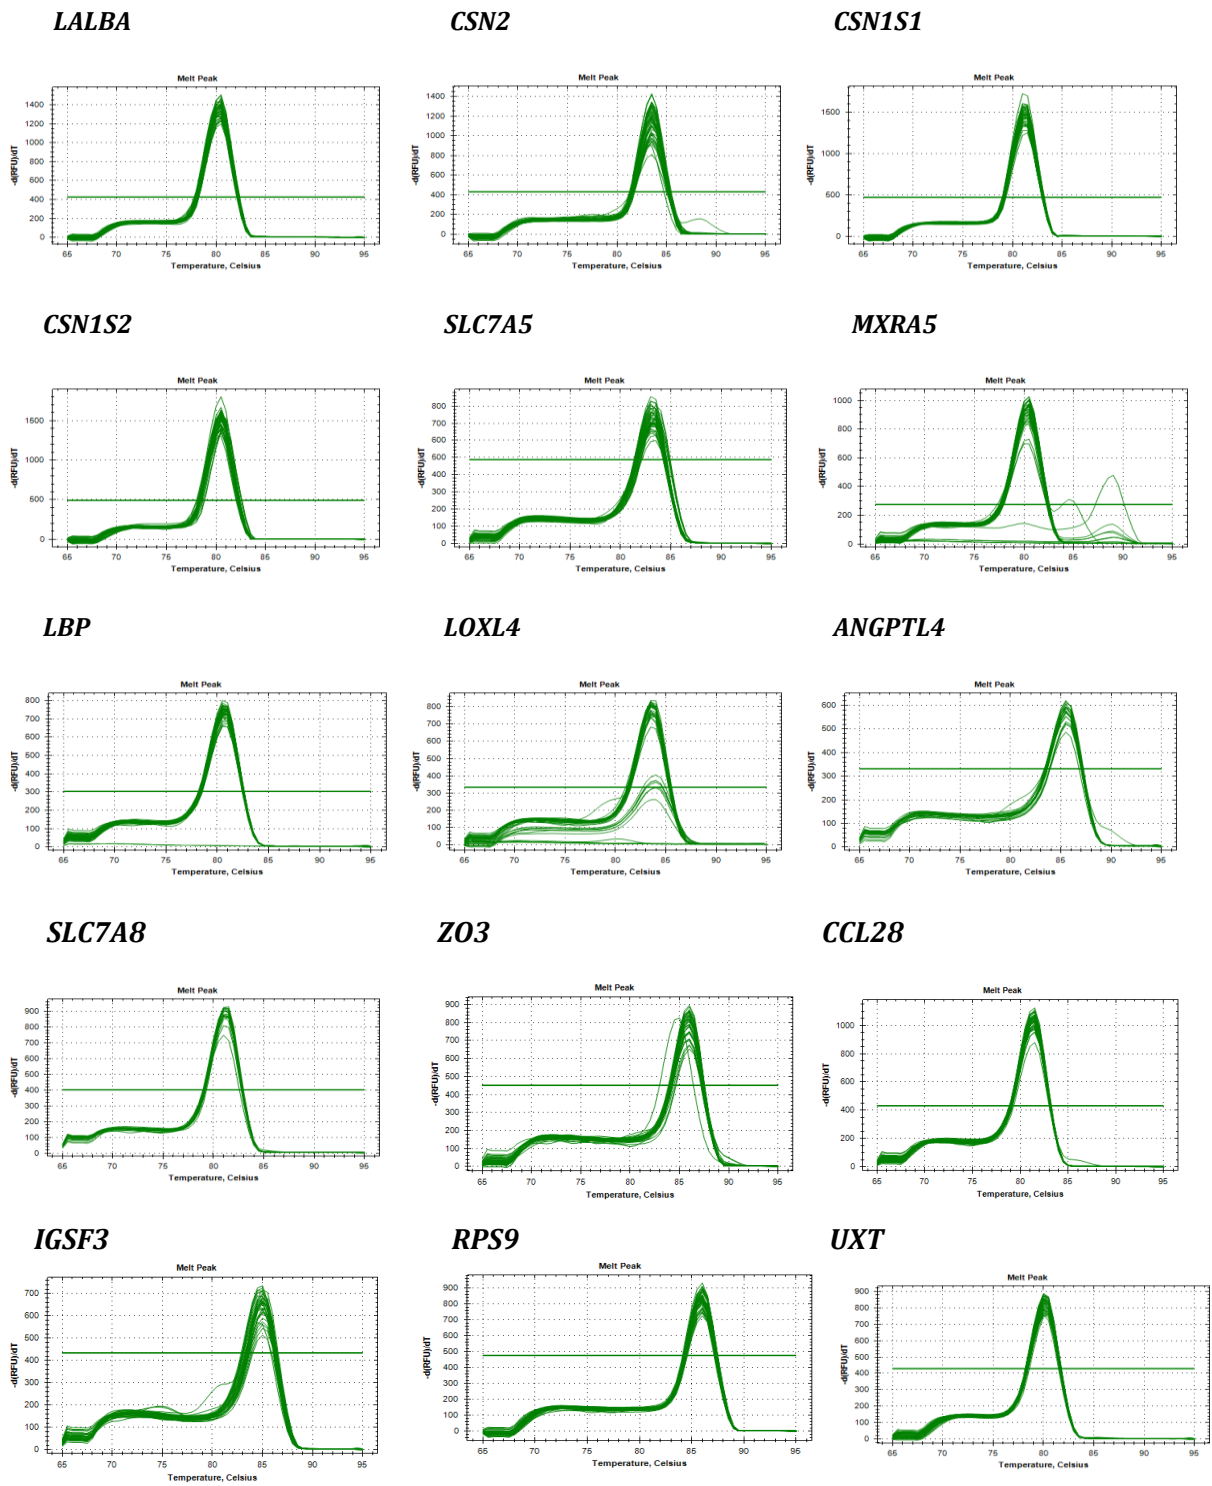

## References

1. Laporta, J. L., Keil, K. P., Vezina, C. M., & Hernandez, L. L. Peripheral serotonin regulates maternal calcium trafficking in mammary epithelial cells during lactation in mice. *PlosOne* **9**, e110190 (2014).
2. Untergasser *et al.* Primer3 – new capabilities and interfaces. *Nucleic Acids Research* **40**, e115 (2012).
3. Koressaar, T. & Remm, M. Enhancements and modifications of primer design program Primer3. *Bioinformatics* **23**, 1289-1291 (2007).
4. Livak, K. J. & Schmittgen, T. D. Analysis of relative gene expression data using Real-Time Quantitative PCR and the  $2^{-\Delta\Delta C_t}$  method. *Methods* **25**, 402-408 (2001).
5. Nan, X. *et al.* Ratio of lysine to methionine alters expression of genes involved in milk protein transcription and translation and mTOR phosphorylation in bovine mammary cells. *Physiological Genomics* **46**, 268-275 (2014).
6. Bionaz, M. & Loor, J. J. Gene networks driving bovine mammary protein synthesis during the lactation cycle. *Bioinformatics and Biology Insights* **5**, 83 (2011).
7. Bionaz, M. & Loor, J. J. Identification of reference genes for quantitative real-time PCR in the bovine mammary gland during the lactation cycle. *Physiological Genomics* **29**, 312-319 (2007).

## Supplementary Figures

**RNA-Seq reveals novel genes and pathways involved in bovine mammary involution during the dry period and under environmental heat stress.** Bethany Dado-Senn, Amy L. Skibieli, Thiago F. Fabris, Y. Zhang, Geoffrey E. Dahl, Francisco Peñagaricano, Jimena Laporta.

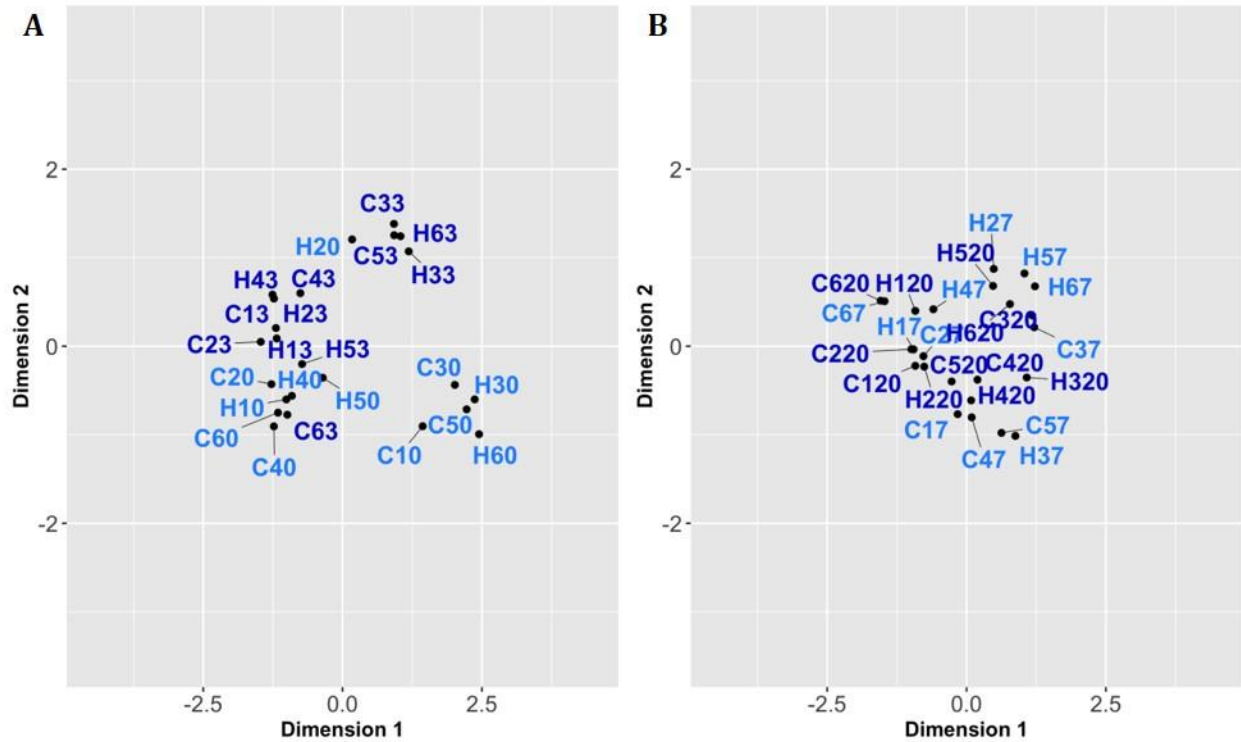

**Supplementary Figure S1. Multidimensional scaling (MDS) plots showing the relative similarities of the samples under study.** MDS plots of samples from the bovine mammary gland at (A) D3 vs. D-3 (n=12, early involution vs. late lactation) and (B) D25 vs. D7 (n=12, redevelopment vs. involution). D0 indicates dry-off (~46 d relative to expected calving). C and H indicate cooled or heat-stressed samples, respectively.

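MDS of the 24 samples of D3 and D-3 placed 41.4% of the variance on dimension 1 and 14.7% on dimension 2. The mean positions on dimension 1 were 0.49 ± 1.95 (SD, n = 12) at D-3 and -0.49 ± 1.35 at D3, a difference of 0.97 (exact sign-flip test, p = 0.00879), with 10 of 12 cows shifted in the same direction. On dimension 2 the means were -0.66 ± 0.73 and 0.66 ± 0.84, a difference of 1.31 (exact sign-flip test, p = 0.00391), again with 10 cows in the same direction. For the 24 samples of D25 and D7, dimension 1 held 29.9% and dimension 2 held 13.4% of the variance. The days differed by 0.34 on dimension 1 (exact sign-flip test, p = 0.118) and by 0.03 on dimension 2 (exact sign-flip test, p = 0.88). These tests use differences within cows as labelled. With the labels of cows 8513 and 8660 exchanged at D25, an alternative chosen after seeing the data, p was 0.0229 on dimension 1 and 0.904 on dimension 2 (exact sign-flip tests), so the call on dimension 1 depends on these labels. HT and CL cows were not separated on dimension 1 at D-3 (exact permutation test, p = 0.909), D3 (p = 0.896), D7 (p = 0.413) or D25 (p = 0.353). The position of each sample depends on the loci used, and with all 14714 loci in place of 500 the difference between D3 and D-3 on dimension 1 was 0.28 (exact sign-flip test, p = 0.00928).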

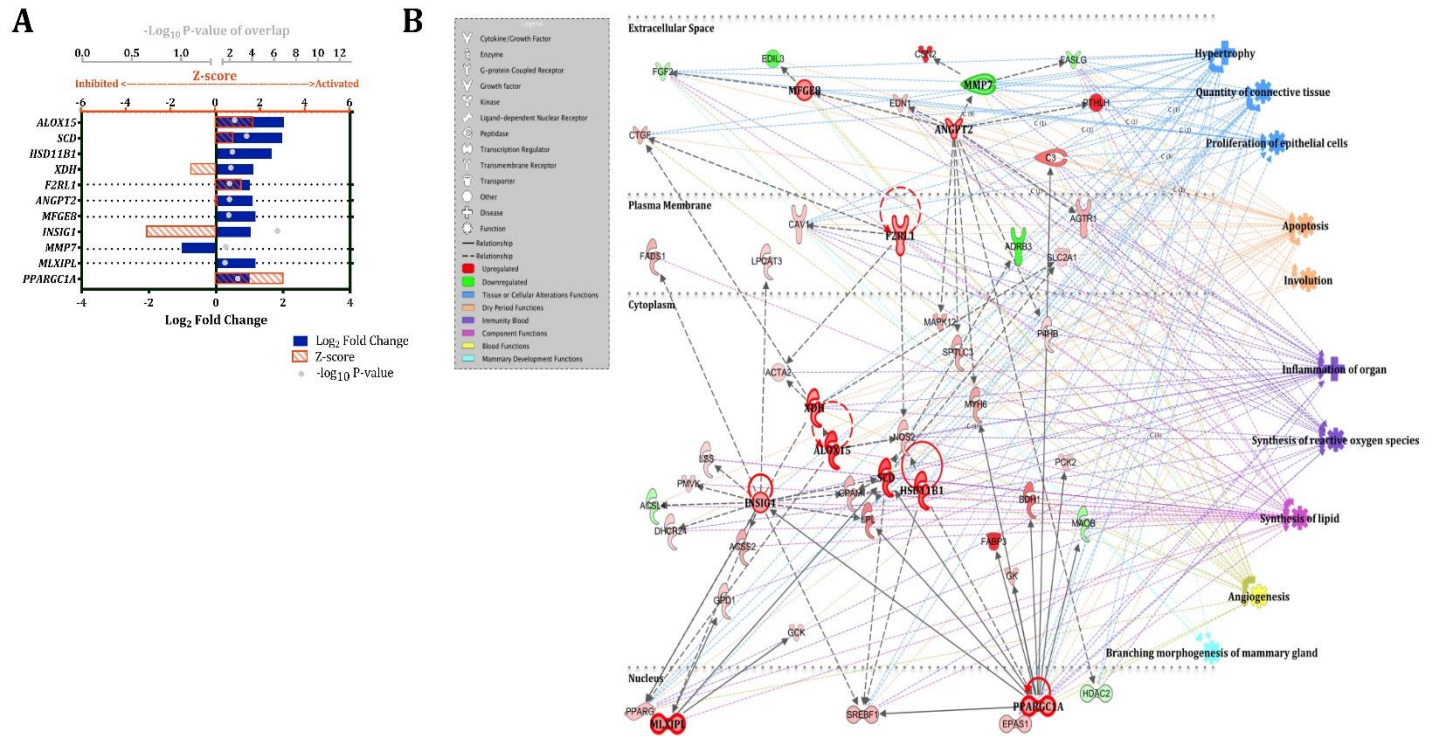

**Supplementary Figure S2. Ingenuity Pathway Analysis (IPA) upstream regulators and summary network in bovine mammary tissue between heat-stressed (HT) and cooled (CL) dairy cattle during the dry period.** Significant upstream regulators and network in the bovine mammary gland in HT vs. CL cows (relative to HT) at D7 relative to dry-off (D0). The DEG significance was set at a nominal  $p \leq 0.005$  with  $\log_2$  fold change  $\geq |0.05|$  and upstream regulator significance of enrichment at  $p \leq 0.05$  with  $\log_2$  fold change  $\geq |1.0|$ . (A) Upstream regulators are grouped by functional categories with  $\log_2$  fold change (equivalent to expression log ratio) in blue bars, Z-score (activated:  $>2$ , inhibited:  $<-2$ ) in orange bars, and significance of enrichment ( $-\log_{10}$  P-value) in gray dots. (B) The summary network depicts the interactions between upstream regulators, downstream genes, and physiological functions impacted by heat stress. Red and green molecules indicate upregulated and downregulated genes in HT at D7, respectively, relative to CL at D7. Figure legend displays molecules and function symbol types and colors. The functional networks were generated through the use of IPA (QIAGEN Inc., <https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis>).

How the deposited data were processed for this re-analysis (not part of the article)

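Mammary tissue of 12 multiparous Holstein cows, 6 cooled (CL) and 6 heat-stressed (HT) during the dry period, was sampled at D-3, D3, D7, D14 and D25 relative to dry-off, which gives 60 samples. The authors sequenced single-ended reads on a NextSeq 500, trimmed them with Trim Galore, mapped them with Tophat to the bosTau7 build, assembled and merged transcripts with Cufflinks and Cuffmerge together with the ENSEMBL annotation, and counted uniquely mapped reads with htseq-count. The deposited values are these counts of reads per locus, as whole numbers and without normalization by the authors. Each sample has 26073 entries for 25223 loci. A locus that joins several ENSEMBL genes is listed once for each of them with the same count, which was checked in every sample, and each locus entered the tests once. There were 742 such loci.

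Total counts per sample ranged from 20525083 to 26183990, with a median of 22637562. Loci with at least 1 CPM in at least 6 of the 60 samples were tested, which left 14714. Normalization factors were computed by TMM in edgeR 4.0.16 under R 4.3.3. Comparisons between time points came from edgeR's quasi-likelihood F-test in a fit of all 60 samples with a mean for each time point. The F-tests used the trended dispersions that edgeR's quasi-likelihood fit takes by default. The paper's methods name tagwise dispersions, and a fit with those was added after seeing the data. HT and CL were compared at each time point in a fit of its 12 samples, and the interaction of treatment and time in a fit of all 60 samples. DEGs had a Benjamini-Hochberg FDR of at most 0.05, and the less stringent threshold was an unadjusted p of at most 0.005 with a log2 fold change of at least 0.5 in size. Single genes were tested on log2 CPM with a prior count of 2, by two-sided exact sign-flip tests over the 4096 sign changes of 12 within-cow differences and by two-sided exact permutation tests over the 924 ways of choosing 6 of 12 cows. Tables and tests outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

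The genes named are all those the paper names in its results and discussion for a comparison made here, and those of Fig. 3A, 4A, 5, 6 and Supplementary Fig. S2A, where they could be paired with a locus. For D3 vs. D-3 and D7 vs. D3 the 5 genes up and the 5 down with the largest log2 fold change were added, among DEGs that changed the same way in at least 11 of the 12 cows, with a cow of equal values counted for neither direction. For HT vs. CL the 3 genes with the smallest p at each time point were added. A gene that met the rule for D3 vs. D-3 is not reported here. Symbols came from the Supplementary Tables, which were held here only in part. The part held pairs 3033 loci with a symbol. With it, 46 of the symbols the paper names could not be paired with a tested locus, and the full tables may pair more.

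The tests were tried on simulated data drawn from the means and library sizes of the samples, with 200 loci changed. The comparison over time recovered a share of 0.87 of them with a share of 0.0745 of its calls false, the comparison of HT with CL 0.7 with 0.0411 false, and the interaction 0.605 with 0.0397 false. Simulated samples were independent, with 1 mean per locus and no cow effect. The shares for time and the interaction therefore need not hold for the real samples. With real counts and labels swapped within cows, only 50 of the other label sets gave 0 DEGs for D14 vs. D7 and 30 for D25 vs. D14. Alternatives were other normalizations (RLE factors, library size only, and TMM without the milk protein genes), DESeq2 1.42.0, looser and stricter filters on low counts, the newer quasi-likelihood method of edgeR, the cow as a block, treatment as a covariate, other sets of samples in the fit, other thresholds, and each cow left out in turn. Other splits of the samples were fitted with a set of 100 drawn with a fixed seed. The KEGG, MeSH, upstream regulator and microRNA analyses and the qRT-PCR measurements were not repeated here, and pathway genes are given as counts by direction.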

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

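All tests in this part except the comparisons with other splits of the samples were chosen after the results were seen. Log2 fold changes quoted from other fits come from alternatives set before the data were examined, and their use here was chosen later. Among 90 groups of 6 samples, 5 held a sample whose gap to the nearest of the others, relative to the range of the group, was above Dixon's 95% critical value. Chance gives 4.5, so their number is close to what chance gives.

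The total count of HT cow 8541 at D7 was 26183990, while the other 5 HT cows had 22364881 to 23190985 (gap over range 0.784). No explanation was tested for this total itself. In the same sample CSN2 was at a log2 CPM of 4.97, against 13.16 to 16.30 in the other 5 cows (gap over range 0.723). The total count was 1.15 times the median of the other cows, the gap over range was 0.744 with library size only, and the sample's correlation with the other samples of the same cow was 0.936. A difference in library size, the normalization and a sample from another cow therefore do not account for the low CSN2. No biological explanation was tested.

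CSN1S1 of CL cow 8686 at D25 was at a log2 CPM of 12.59, against 9.76 to 10.68 in the other 5 CL cows (gap over range 0.675). Its total count was 1.06 times the median of the others, the gap over range was 0.656 with library size only, and the correlation with the same cow's other samples was 0.966. ADIPOQ of HT cow 8541 at D14 was at 8.29, against 3.21 to 3.83 in the other 5 HT cows (gap over range 0.878), with a total count ratio of 1.03, a gap over range of 0.829 with library size only and a correlation of 0.937. LOC786474 of CL cow 8564 at D7 was at 4.88, against 1.76 to 2.51 in the other 5 CL cows (gap over range 0.76), with corresponding values of 1.02, 0.726 and 0.976. In these 3 cases the same technical explanations do not account for the value. A different share of cell types in these biopsies was not tested, so no biological reading is given.

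XLOC_021690 was lower in HT than in CL cows at D-3, a time point for which the paper reports no comparison of HT with CL, with a log2 fold change of -3.82. Leaving out each cow in turn gave -4.28 to -2.49 at D-3. The size of this difference depends on CL cow 8603, at 11.4 CPM against 0.0964 to 2.63 CPM in the other 5 CL cows. The exact permutation p at D-3, before the treatments began, was 0.0152, with an FDR of 1 across loci. The change from D-3 to D25 did not differ between HT and CL cows (exact permutation test, p = 0.574, or p = 0.584 with the labels of cows 8513 and 8660 exchanged at D25). Total counts at D25 did not separate HT from CL (exact permutation test, p = 0.149), and the log2 fold change at D25 was -3.97 with library size only. Between these days the log2 fold change was -1.62 at D3, -1.14 at D7 and -0.10 at D14, and relative to D-3, with the cow as a block, the change to D14 was larger in HT than in CL cows by 2.89. The value at D14 rests on HT cow 8660, at 4.9 CPM against 0 to 0.381 CPM in the other 5 HT cows, and it was -2.39 without this cow, whose labels are among those that may be exchanged. A lasting difference between the cows therefore remains a candidate explanation, with the p of 0.0152 at D-3, but it is not settled by these values. The test of the change from D-3 to D25 gave no sign of an effect of treatment, but it could hardly show one. HT cows were already at 0 to 0.429 CPM at D-3, with little room to fall. The change in CL cows had an SD of 2.63 on the log2 scale. The locus rests on low counts, with at most 7.61 CPM at D25.

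Other splits of the same samples were compared with the real one. For D3 vs. D-3 and for D7 vs. D3, 1 of 100 label sets within cows, the real one, gave as many DEGs. For D25 vs. D14 it was 14 of 100, so the 9 DEGs cannot be told apart from a chance split of the labels. For D14 vs. D7 and D25 vs. D7, where the real count was 0, 100 of 100 gave as many, which is fixed in advance and cannot tell (257 and 298 loci had an unadjusted p under 0.05). The same holds for the interaction (0 DEGs, 85 loci under that level), with 100 of 100, for the HT vs. CL DEGs at D-3, D3, D7, D14 and D25 (0 DEGs, with 298, 97, 672, 247 and 333 loci under that level), with 100 of 100 each, and for genes up or down at all of D7, D14 and D25 (0 each), with 100 of 100 each. At the less stringent threshold, 84 of 100 splits of the cows at D-3, 97 at D3, 34 at D7, 91 at D14 and 99 at D25 gave at least as many genes as HT vs. CL. The numbers of less stringent genes at these time points can therefore not be told apart from a chance split of the cows.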

How the results depend on the processing

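Alternatives were set before the data were examined, except for tagwise dispersions, crossed labels of cows 8513 and 8660, counting each ENSEMBL gene separately and the scaling of pathway directions, which were chosen after seeing the data. The cause of each change below was not tested.

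The 105 named values between time points, each a gene in 1 comparison, gave 2591 alternative values. Of these, 2347 kept their direction and side of the FDR threshold, 162 were weaker, 80 stronger and 2 reversed. The 35 named values of HT vs. CL, where a gene can count at several time points, gave 788. Of these, 666 were unchanged, 80 weaker, 21 stronger and 21 reversed. No HT vs. CL locus passed the FDR threshold in the main fits. Weaker and stronger therefore cannot refer to that threshold for HT vs. CL, and the criterion behind them is not given here. The filter of 10 counts in every sample left values for 71 and 24 of them. The differences between days in MDS for D3 vs. D-3 and D25 vs. D7 kept their side of the threshold under other scalings and with all loci. With crossed labels, the difference of 0.34 between D25 and D7 on dimension 1 passed it (exact sign-flip test, p = 0.0229, against 0.118 as labelled).

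With library size only, DEGs for D3 vs. D-3 were 2391 in total, close to the 2217 with TMM, but 2216 were up and 175 down in place of 887 and 1330. The other scalings kept the balance, with 903 up and 1317 down for RLE factors and 892 up and 1352 down for TMM without the milk protein genes. Library size only makes no allowance for the share of counts taken by a few genes, and milk protein genes took up to 49.8% of the counts of a sample. D7 vs. D3 then had 36 DEGs, D25 vs. D14 had 4, and 5 genes passed the less stringent threshold for HT vs. CL at D-3. PDHA1 (0.02 in place of -0.64) and PPAT (0.05 in place of -0.36) reversed at D3. KEGG pathways of Supplementary Table S2 with most genes up numbered 29 in place of 14, and with most genes down 13 in place of 28.

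With the 24 samples alone, D3 vs. D-3 had 845 DEGs and D25 vs. D14 had 0. With the cow as a block in 60 samples, D7 vs. D3 had 881 and D25 vs. D14 had 0, and with the block in 24 samples D25 vs. D14 had 0 and D25 vs. D7 had 1. Treatment as a covariate gave 0 for D25 vs. D14. With crossed labels the block in 60 samples gave 3331 for D3 vs. D-3, 1022 for D7 vs. D3, 0 for D25 vs. D14 and 0 for D25 vs. D7 (704 loci at an unadjusted p under 0.05 in the last), and the block in 24 samples gave 5 for D25 vs. D7. Beside the counts of 0 for D25 vs. D14, 756 loci had an unadjusted p under 0.05 with the block in 60 samples.

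DESeq2 gave 716 DEGs for D7 vs. D3, 4 for D25 vs. D14, and for HT vs. CL 3 at D7 and 1 at D25. Its less stringent genes were 35 at D-3, 12 at D3, 116 at D7, 22 at D14 and 30 at D25, and 4 were up and 1 down at all 3 time points. In simulated data DESeq2 made a share of 0.194 false calls for HT vs. CL against 0.0411. The looser filter of 1 count in total gave 26 DEGs for D25 vs. D14 and 1 for D25 vs. D7, and 20, 9, 22 and 24 less stringent genes at D-3, D3, D14 and D25. The filter of 10 counts in every sample gave 0 DEGs for D25 vs. D14 and 5 less stringent genes at D-3 and at D14. The newer quasi-likelihood method gave 14 DEGs for D25 vs. D14, 21, 6 and 13 less stringent genes at D-3, D3 and D14, and 1 gene down at all 3 time points. The fit of 60 samples with a mean for each treatment and time point gave 37, 12, 70 and 3 less stringent genes at D-3, D7, D14 and D25, and 1 gene up at all 3 time points. A p of at most 0.001 left 1, 0, 5, 1 and 2 at D-3, D3, D7, D14 and D25. Requiring the threshold at any of the 3 time points gave 8 up and 4 down. Tagwise dispersions, which the paper's methods name, gave 648 DEGs for D7 vs. D3, 10 for D14 vs. D7 and 30 for D25 vs. D14, and for HT vs. CL 1 at D-3, 5 at D7 and 1 at D25. They gave 44, 10, 158, 57 and 56 less stringent genes at D-3, D3, D7, D14 and D25, and 4 up and 1 down at all 3 time points. In simulated data for HT vs. CL a share of 0.217 of their calls was false. The time comparisons were not simulated with them.

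The change from D-3 with the cow as a block gave 12 less stringent genes at D3 and 15 at D7, and 15 and 17 with crossed labels. It reversed GP2 at D14 (-0.18, crossed -0.16), XLOC_003109 at D14 (-0.06, crossed -0.06) and XLOC_021690 at D3 (2.14, crossed 1.46), D7 (2.32, crossed 2.19) and D14 (2.89, crossed 2.63).

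Across the 12 fits that each left out 1 cow, DEGs ranged from 1230 to 2557 for D3 vs. D-3, from 49 to 609 for D7 vs. D3 and from 0 to 11 for D25 vs. D14. They were 0 in each fit for D14 vs. D7, D25 vs. D7, the interaction and HT vs. CL. Less stringent genes ranged from 2 to 27 at D-3, 0 to 8 at D3, 19 to 122 at D7, 4 to 28 at D14 and 5 to 56 at D25, and genes at all 3 time points from 0 to 2 up and 0 to 1 down. At D14 FCAMR ranged from -0.27 to 2.21, GP2 from -0.11 to 0.95 and XLOC_021690 from -2.39 to 0.33. With total counts of 20525083 to 26183990 per sample, low counts limit XLOC_021690, with at most 7.61 CPM at D25, and MMP27, with at most 1.97 CPM at D7.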

Differences from the paper's values

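The paper gives 2004 downregulated DEGs for D3 vs. D-3, and 1330 were found here. Of the alternatives set before the data were examined, TMM without the milk protein genes (1352), DESeq2 (1423), the newer quasi-likelihood method of edgeR (1436), the cow as a block in 60 samples (1903) and leaving out cow 8513 (1396), 8668 (1394) or 8686 (1512) were within 1.5 times the paper's value. RLE factors (1317), library size only (175), both other filters on low counts (1200 and 1206), the 24 samples alone (520), the block in 24 samples (851), treatment as a covariate (1328) and the other cows left out were not. Tagwise dispersions (1381), the block with crossed labels of cows 8513 and 8660 (1987) and counting each ENSEMBL gene separately (1413), all chosen after seeing the values, also were.

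The paper gives 880 DEGs for D7 vs. D3, 292 up and 588 down, against 430, 92 and 338 here. For the total, DESeq2 (716), the block in 24 samples (597), the block in 60 samples (881) and leaving out cow 8513 (597) or 8668 (609) came within 1.5 times the paper's value. For the upregulated DEGs DESeq2 (224), the block in 24 samples (247) and in 60 samples (308) did. For the downregulated DEGs it was DESeq2 (492), the newer quasi-likelihood method (396), the block in 60 samples (573) and leaving out cow 8513 (436), 8668 (471) or 8686 (398). The other alternatives set before the data were examined were further from these values. Chosen after seeing the values, tagwise dispersions (648 in total, 455 down) and the crossed labels (1022 in total, 367 up, 655 down) also came within 1.5 times. Of all alternatives the block in 60 samples lay closest to the paper, with 881 in total, 308 up and 573 down.

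For D25 vs. D14 the paper gives 0 DEGs and 9 were found here, with 534 loci at an unadjusted p under 0.05. The stricter filter of 10 counts in every sample, the 24 samples alone, the block in 24 and in 60 samples, treatment as a covariate and leaving out cow 7965 or 8668 gave 0, as did the crossed labels, chosen after seeing the values. RLE factors (9), library size only (4), TMM without milk protein genes (9), DESeq2 (4), the looser filter (26), the newer quasi-likelihood method (14) and the other cows left out did not.

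Between HT and CL at D25 the paper gives 1 DEG, and 0 were found here, with 333 loci at an unadjusted p under 0.05. DESeq2 gave 1, as did tagwise dispersions, which the paper's methods name but which were run here only after seeing the values. With them the locus with the smallest p, XLOC_021690, had FDR = 1.98e-06. None of the other alternatives set before the data were examined gave 1.

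At the less stringent threshold the paper gives 9 genes at D3, 115 at D7, 27 at D14, 29 at D25 and 180 in total, against 3, 47, 8, 6 and 64 here. DESeq2 came within 1.5 times each of these, with 12, 116, 22, 30 and 180. At D3 so did the looser filter (9), the newer quasi-likelihood method (6), the change from D-3 with the cow as a block (12) and leaving out cow 8541 (8), 8647 (6) or 8713 (7), and at D7 leaving out cow 8314 (80) or 8564 (122). The looser filter (22) and leaving out cow 8603 (28) did at D14, the looser filter (24) and leaving out cow 8314 (24) at D25, and leaving out cow 8564 (193) for the total. Tagwise dispersions, chosen after seeing the values, did at D3 (10) and D7 (158). The other alternatives set before the data were examined did not.

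The paper gives 11 genes up and 7 down in HT cows at all of D7, D14 and D25, against 0 and 0 here. Requiring the threshold at any of the 3 time points with a log2 fold change of at least 0.5 in size at each gave 8 up, within 1.5 times the paper's value, and 4 down, which is not. No other alternative came within 1.5 times either value.

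Log2 fold changes were compared only for the part of Supplementary Tables S1 and S3 held here, with 1859 and 1879 loci. They differed from those the paper lists by a median of 0.0228 and by up to 1.73 for S1. For S3 the median difference was 0.0244 and the largest 1.02. The paper's text names CXCL12 and CXCL13 as upregulated at D3, and here their log2 fold changes were -0.63 (FDR = 0.00446, lower in 12 of 12 cows) and -1.27 (FDR = 0.0835). The text describes fatty acid degradation with more genes downregulated at D3, and here 5 paired genes were up and 3 down, or 7 up and 1 down with library size only, while the paper's Supplementary Table S2 lists 6 up and 6 down. It names cell cycle as the only KEGG pathway with mostly upregulated genes at D7, and here 3 of the 12 pathways had more genes up than down, as they do in the paper's Supplementary Table S4.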

Other observations

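Every test in this part was chosen after the results were seen.

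LALBA differed widely between cows at D-3. The largest CPM was 10559 times the smallest. Samples exchanged with another day of the same cow would put values as high as the fifth largest, 50349 CPM, at other days, and 0 of the 48 other samples reached it. All 12 of the 12 D-3 samples were closest to their own cow. The largest total count at D-3 was 1.17 times the smallest, and the ratio of LALBA was still 2623 with library size only. HT and CL cows did not differ (exact permutation test, p = 0.903). A different share of epithelial cells was examined through marker genes, of which 4 of 9 were paired with a locus, so the check is void. The ratios of those 4 were from 2.6 to 8.74, well below that of LALBA. Because the check is void, a contribution of the share of epithelial cells to the range of LALBA cannot be told apart from other sources.

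In the samples of D14 and D25, cows 8513 and 8660, both HT, resembled each other's earlier samples. The median correlation with the earlier samples of the other cow was 0.918, and with those of the same cow it was -0.201. Of the 66 pairs of cows, 1 was closer after such an exchange. XLOC_024525, for example, was at 0.246, 0.664 and 1.1 CPM in cow 8513 at D-3, D3 and D7 and at 258 and 221 CPM at D14 and D25, and in cow 8660 at 265, 250 and 254 CPM and then 0.618 and 0.405 CPM. These values are consistent with labels of both cows exchanged between D7 and D14. Mixed samples would keep a positive correlation with the same cow, and the correlation found was negative. The exchange remains a hypothesis, since it was found and tested on the same samples. Which of the days carry the wrong label cannot be told from these values. The fits of all 12 cows without the block and the HT vs. CL comparisons within a time point do not depend on it, while fits with the block, changes from D-3 and tests of differences within cows across these days do.

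Log2 fold changes were compared with the part of Supplementary Tables S1 and S3 held here, 1859 and 1879 loci. With the cow as a block, those for D3 vs. D-3 differed from S1 by a median of 0.00265, against 0.0228 without the block. Those for D7 vs. D3 differed from S3 by a median of 0.00249, against 0.0244. The largest differences with the block were 0.0116 for S1 and 0.00873 for S3, against 1.73 and 1.02 without it. Of the fits compared, the one of 60 samples with the cow as a block lay closest to both. The values of 0.00265 and 0.0228 are consistent with a fit that includes the cow in the tables of the paper.

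A hypothesis that HT cows lag behind CL cows in the change from D-3 to D3 was tested by correlating, over the 14714 loci, the difference between HT and CL with the change from D-3 to D3, against all splits of the 12 cows into 6 and 6. Loci are not independent replicates, so p was taken from the splits. The correlation across loci was 0.17 at D-3 (permutation p = 0.799), 0.05 at D3 (permutation p = 0.812), -0.27 at D7 (permutation p = 0.31), -0.03 at D14 (permutation p = 0.898) and 0.06 at D25 (permutation p = 0.786). With Benjamini-Hochberg adjustment over the 5 tests, each p was 0.898. A lag would give a negative correlation after dry-off. The value of -0.27 at D7 had that sign, D14 was near 0, and D3 and D25 were slightly positive. The D-3 test precedes the treatments and cannot show a lag. None of the tests reached a p of 0.05, and with 6 cows per treatment this does not exclude a lag.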
